# Tauroursodeoxycholic acid (TUDCA) attenuates pressure overload-induced cardiac remodeling by reducing endoplasmic reticulum stress

**DOI:** 10.1371/journal.pone.0176071

**Published:** 2017-04-20

**Authors:** Shilpa Rani, Pradeep Kumar Sreenivasaiah, Jin Ock Kim, Mi Young Lee, Wan Seok Kang, Yong Sook Kim, Youngkeun Ahn, Woo Jin Park, Chunghee Cho, Do Han Kim

## Abstract

Pressure overload in the heart induces pathological hypertrophy and is associated with cardiac dysfunction. Apoptosis and fibrosis signaling initiated by the endoplasmic reticulum stress (ERS) is known to contribute to these maladaptive effects. The aim of this study was to investigate whether reduction of ERS by a known chemical chaperone, tauroursodeoxycholic acid (TUDCA) can attenuate pressure overload-induced cardiac remodeling in a mouse model of transverse aortic constriction (TAC). Oral administration of TUDCA at a dose of 300 mg/kg body weight (BW) in the TUDCA-TAC group reduced ERS markers (GRP78, p-PERK, and p-eIf2α), compared to the Vehicle (Veh)-TAC group. TUDCA administration, for 4 weeks after TAC significantly reduced cardiac hypertrophy as shown by the reduced heart weight (HW) to BW ratio, and expression of hypertrophic marker genes (*ANF*, *BNP*, and *α-SKA*). Masson's trichrome staining showed that myocardial fibrosis and collagen deposition were also significantly reduced in the TUDCA-TAC group. We also found that TUDCA significantly decreased expression of TGF-β signaling proteins and collagen isoforms. TUDCA administration also reduced cardiac apoptosis and the related proteins in the TUDCA-TAC group. Microarray analysis followed by gene ontology (GO) and pathway analysis demonstrated that extracellular matrix genes responsible for hypertrophy and fibrosis, and mitochondrial genes responsible for apoptosis and fatty acid metabolism were significantly altered in the Veh-TAC group, but the alterations were normalized in the TUDCA-TAC group, suggesting potential of TUDCA in treatment of heart diseases related to pressure-overload.

## Introduction

Cardiac hypertrophy is the myocardial response to various pathological heart diseases, including hypertension, myocardial ischemia, valve disease, and heart failure. Cardiac hypertrophy is characterized by an enhanced protein synthesis, increase in cell size, and heightened organization of the sarcomere [1]. Sustained pathological hypertrophy leads to cardiac remodeling, which is associated with increased interstitial fibrosis and impaired cardiac function.

The endoplasmic reticulum (ER) serves as a major hub for the synthesis and folding of proteins in the cell, hence it plays an important role in maintaining cellular homeostasis. Any perturbation, such as elevated protein synthesis, ischemia, gene mutations, free-radical exposure, or hypoxia can disturb ER homeostasis and cause the pathological accumulation of unfolded/misfolded proteins in the ER, a condition called ER stress (ERS). This subsequently triggers an evolutionarily conserved response called the unfolded protein response (UPR) [2]. The UPR is triggered in cells when ER transmembrane proteins, inositol-requiring enzyme (IRE), protein kinase RNA-like endoplasmic reticulum kinase (PERK), and activating transcription factor 6 (ATF6), detect the accumulation of unfolded proteins. The primary response is the upregulation of ER chaperones such as immunoglobulin heavy-chain-binding protein (BiP)/ glucose regulated protein 78 (GRP78), glucose-regulated protein 94 (GRP94), and calreticulin (CRT), which in turn enhance the ability of the ER to maintain homeostasis of the vital cellular processes by maintaining the intracellular levels of Ca^2+^ and the unfolded proteins [3].

Recent evidence has revealed that ERS plays a pivotal role in the pathogenesis of heart diseases [4, 5]. Apoptotic signals are initiated by the ER, led by induction of CCAAT/enhancer binding protein [C/EBP] homologous protein (CHOP) in heart failure [6]. Cardiac pressure overload is associated with high protein synthesis and Ca^2+^ dysregulation that may lead to sustained ERS, followed by myocardial apoptosis and fibrosis during the transition from cardiac hypertrophy to heart failure [6, 7]. However, relatively less is known about the crosstalk between ERS and pathological remodeling processes. Studies on the signaling molecules such as CaN-MEF2c, JNK, c-Jun, NF-κB, calreticulin and TNFα involved in both ERS pathways and cardiac remodeling have suggested that ERS pathways are highly associated with cardiac remodeling that could cause heart failure [7–10].

Chemical chaperones are small molecules that stabilize misfolded proteins and facilitate their proper folding in a non-selective manner [11]. TUDCA is a hydrophilic bile acid studied extensively in the treatment of ulcerative colitis and primary biliary cirrhosis in preclinical studies [12]. Evidence has shown that TUDCA functions as a chemical chaperone both *in vitro* and *in vivo* [13, 14] although its effects on pressure overload-induced cardiac remodeling have remained to be investigated.

In the present study, we evaluated the effects of TUDCA on pressure overload-induced cardiac remodeling, with respect to myocardial hypertrophy, apoptosis, fibrosis, and associated gene expression. Our results showed that the oral administration of TUDCA attenuated pathological cardiac remodeling by alleviating ERS, suggesting that TUDCA can be a potential therapeutic agent to suppress maladaptive cardiac remodeling.

## Materials and methods

### Ethics statement

All experimental procedures were approved by the Gwangju Institute of Science and Technology Animal Care and Use Committee.

### Transverse aortic constriction (TAC) and administration of TUDCA

Male mice aged 8–10 weeks were used for this study. Mice were anesthetized with 0.3–0.5 ml of 1x Avertin solution (a mixture of 2,2,2-tribromoethanol and tert-amyl alcohol) which was administered via intra-peritoneal injection. The surgical procedure was performed as described previously [15]. The mice were administered TUDCA (Calbiochem, La Jolla, CA, USA) at a dose of 300 mg/kg/day in water by oral gavage (the dosage was determined in a preliminary study, as shown in Figure A in S1 File). Each treatment group consisted of 10–14 animals. TUDCA was administered daily from the day of surgery to both sham- and TAC-operated mice for 1 week or 4 weeks. The control group animals were administered vehicle (water). The animals were monitored daily, and no adverse effects were noticed during the study period. Animals were sacrificed by cervical dislocation after the study (Figure B in S1 File).

The TUDCA dose of 300 mg/kg in mouse corresponds to human equivalent dose (HED) of 24.3 mg/kg. The HED was calculated based on the principle of interspecies allometric drug dose scaling method [16].

### Echocardiographic assessment of left ventricular (LV) function

We performed two-dimensional (2D) guided M-mode echocardiography to evaluate the heart function. Echocardiography was performed after anesthetizing the mice with Avertin solution as described above. A 15-MHz linear array transducer system (iE33 system; Philips Medical Systems, Andover, MA, USA) was used, and the hearts were scanned with the M-mode guided parasternal view.

### Western blot analysis

Western blot analysis was conducted using 50 μg of whole heart lysate, as described previously [15]. The antibodies used are described in S1 File.

### qRT-PCR

Total RNA was extracted from the mouse hearts using TRIzol reagent (Invitrogen Life Technologies, Carlsbad, CA, USA), and cDNAs were produced by reverse-transcribing RNA using the Prime Script RT reagent kit (TaKaRa, Otsu, Japan). qRT-PCR was performed using SYBR Green dye (Kapa Biosystems, Wilmington, MA, USA), and gene expression was normalized to β-actin. The sequences of the specific primers for each of the transcripts are shown in Table A in S1 File.

### Microarray analysis

Total RNA was extracted from the heart samples using TRIzol (Invitrogen) and purified using RNeasy (Qiagen, Valencia, CA, USA). To assess the purity and integrity of the RNA, the OD 260/280 ratio was analyzed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). For performing microarray analysis, labeled RNA (750 ng) was hybridized to a mouse ref-8 expression v.2 bead array for 16–18 h at 58°C, (Illumina Inc., San Diego, CA, USA). Amersham fluorolink streptavidin-Cy3 (GE Healthcare Bio-Sciences, Little Chalfont, UK) was used to analyze the signals. Illumina bead array reader was used to scan the arrays. The GenomeStudio v 2011.1 (Gene Expression Module v1.9.0; Illumina) software was used to extract the raw data.

### Primary cell culture and immunocytochemistry

Neonatal rat ventricular myocytes (NRVMs) were cultured using a neonatal cardiomyocyte isolation system (Worthington Biochemical Corp., Lakewood, NJ, USA), according to the manufacturer’s instructions. The hypertrophic agent was administered as described previously [9]. A brief, description is provided in S1 File.

### Evaluation of apoptosis by TUNEL assay

Heart tissue sections were subjected to TUNEL assay. Apoptosis was examined using the TUNEL assay kit (In Situ Cell Death Detection Kit, TMR red; Roche Applied Science, Penzberg, Germany). Protocol was followed as per manufacturer’s instructions. Nuclear staining was performed with DAPI (Molecular Probes Inc., Eugene, OR, USA). The number of TUNEL-positive nuclei in the heart section was calculated using an IX81 inverted microscope (Olympus) and analyzed using Image J software (NIH Image).

### Histological analysis

Hearts were fixed in 4% paraformaldehyde, paraffin-embedded, and 4–6-μm thick sections were cut using a microtome (RM2135, Leica). These sections were mounted on slides and stained with hematoxylin eosin (H&E, catalog # HHS32 and HT110116, respectively, Sigma-Aldrich) and Masson’s trichrome staining solution (HT15 kit, Sigma-Aldrich), which results in the collagen rich areas appearing blue, and cellular elements appearing red. Images were captured, the percentage of fibrosis was determined from 4–5 images per heart, and ratio of fibrosis to the total area of the cross section was calculated. The fibrotic areas were quantified using Image J software.

### Statistics

The results are expressed as means ± SEM. Comparisons of the group means were made using a one-way or two way ANOVA with a Bonferroni post-hoc test or student’s *t*-test as appropriate and *P* < 0.05 was considered statistically significant.

## Results

### TUDCA alleviated ERS and myocardial hypertrophy in a mouse model of pressure overload

Our previous studies have revealed that ERS proteins are significantly elevated in the heart undergoing pressure overload-induced hypertrophy by transverse aortic constriction (TAC) [9]. To investigate the effect of TUDCA on ERS in the hypertrophied heart, TUDCA, at various dosages, was orally fed to mice after TAC surgery. The hearts were then extracted and ERS markers, such as GRP78 and GRP94, were evaluated (Figure A in S1 File). The results showed that TUDCA dose at 300 mg/kg body weight (BW) significantly decreased the expression levels of GRP78 and GRP94, and decreased heart weight (HW)/BW ratios, compared to the Vehicle (Veh)-TAC group. Therefore, we used this dose throughout the study in all further experiments.

Oral administration of TUDCA at 300 mg/kg BW in the TUDCA-TAC group decreased the expression levels of GPR78, GRP94, p-PERK and p-eIF2α at 1 week (Figure C in S1 File) and 4 weeks (Fig 1), compared to the Veh-TAC group, suggesting that TUDCA administration attenuates pressure overload-induced ERS responses in the heart. To study the effect of TUDCA on ERS *in-vitro*, NRVMs were treated with increasing concentrations of TUDCA in the presence of thapsigargin (TG). TG is known to induce ERS by inhibiting the SERCA pump and hence depleting ER Ca^2+^ storage in the ER. In NRVMs, a treatment with 1 μM TG for 24 h significantly induced ERS, as noticed by the increased quantity of chaperone proteins, such as GRP94 and GRP78, and the activation of ERS-related apoptosis signal pathways. Pre-treatment with TUDCA significantly decreased the expression of chaperone proteins, p-eIF2α and CHOP in a dose dependent manner (Figure D in S1 File). Collectively, TUDCA showed a successful reduction of ERS *in-vivo* and *in-vitro*.

**Fig 1:**
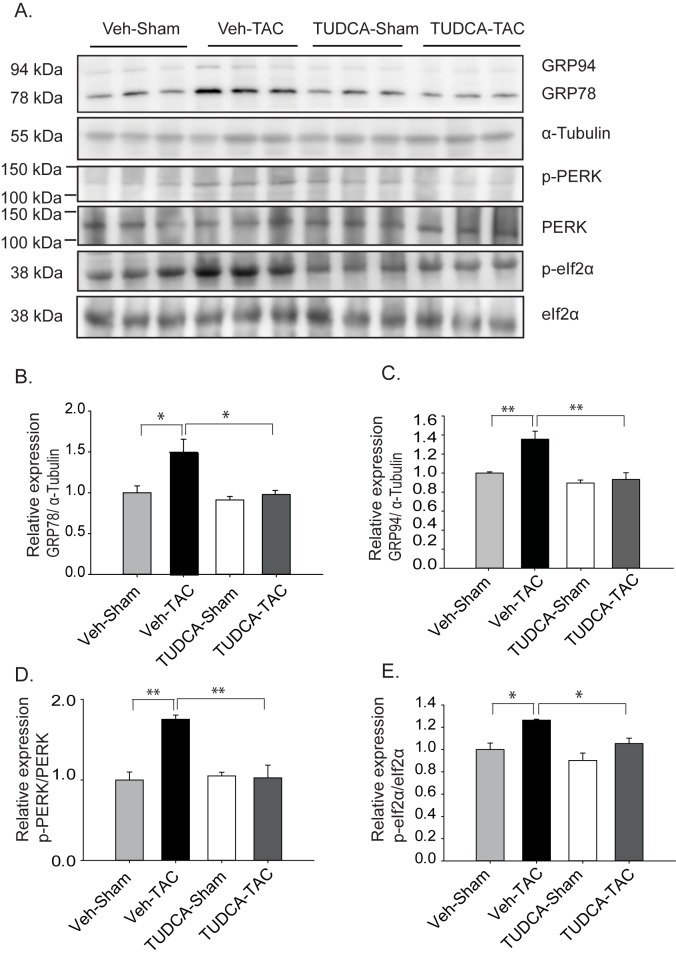
Tauroursodeoxycholic acid (TUDCA) attenuated endoplasmic reticulum stress (ERS) responses in transverse aortic constriction (TAC)-induced hypertrophic hearts. (A) Expression levels of the chaperone proteins GRP78, and GRP94 and the ERS signaling pathway proteins p-PERK and p-eIF2α were significantly increased at 4 weeks after TAC. The western blotting results of whole heart homogenates were obtained from sham- and TAC-operated mice administered vehicle and TUDCA (300 mg kg^−1^ day^−1^). (B–E) Relative expression levels of the ERS signaling pathway proteins GRP78, GRP94, p-PERK and p-eIF2α are shown. All data are shown as mean ± SE (* *P* < 0.05, ** *P* < 0.01, *n* = 3).

To evaluate the effect of TUDCA on myocardial hypertrophy, cardiac samples were assessed at 1 week or 4 weeks after TAC surgery by examining the parameters such as heart weight (HW) to BW (HW/BW) ratio and HW to tibia length (HW/TL) ratio. HW/BW and HW/TL were markedly increased in the Veh-TAC group, compared to the Veh-Sham group (Fig 2 and Figure E in S1 File). Daily administration of TUDCA decreased the extent of hypertrophy (Fig 2A–2C). The relative expression levels of the hypertrophy markers, such as atrial natriuretic factor (ANF), brain natriuretic peptide (BNP), and α-skeletal muscle actin (α-SKA), were all significantly increased in the Veh-TAC group, compared to the Veh-Sham group, whereas these markers were decreased in the TUDCA-TAC group (Fig 2D–2F) compared to Veh-TAC group. M-mode echocardiographic examination at 4 weeks after TAC surgery revealed significantly decreased LV fractional shortening (LVFS) (Table B in S1 File) in the Veh-TAC group. However, the TUDCA-TAC group showed a higher LVFS than the Veh-TAC group. In NRVMs, a treatment with phenylephrine (PE) for 24 h significantly increased the cell surface area, whereas the cells treated with PE and TUDCA showed a significantly decreased cell surface area (Figure F in S1 File). Collectively, these findings indicate that the TUDCA treatment attenuated cardiac hypertrophy and improved the cardiac function.

**Fig 2:**
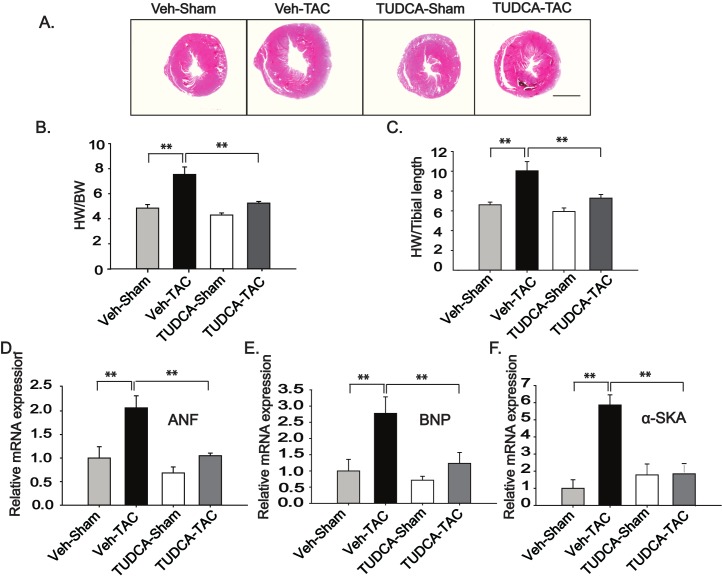
Tauroursodeoxycholic acid (TUDCA) administration reduced hypertrophy in transverse aortic constriction (TAC)-induced hypertrophic hearts. (A) Representative images of whole-heart cross sections obtained by microscopic analysis (hematoxylin-eosin stain) (scale bar = 2 mm). (B, C) Ratios of heart weight (HW)/ body weight (BW) and HW to tibial length as a result of following 4 week TAC and TUDCA administration (*n* = 5–9). (D–F) Transcription levels of *ANF*, *BNP* and *α-SKA* were evaluated by quantitative reverse transcription-polymerase chain reaction using hearts of the sham- and TAC-operated mice after administration of Veh or TUDCA. All data are shown as mean ± SE (* *P* < 0.05, ** *P* < 0.01, *n* = 3).

### TUDCA reduced myocardial apoptosis in a mouse model of pressure overload-induced hypertrophy

The loss of cardiomyocytes by apoptosis has emerged as an important problem contributing to myocardial remodeling in response to hemodynamic overload [17, 18]. Since prolonged ERS can initiate the apoptotic process through CHOP, we also studied the effect of TUDCA on apoptotic signaling pathway. To evaluate the effect of TUDCA on cardiac apoptosis, heart samples were assessed at 4 weeks after TAC and the concurrent administration of TUDCA (300 mg/kg BW). As shown in Fig 3A–3C, the expressions of cleaved caspase 3 and CHOP were markedly increased in the Veh-TAC group, but TUDCA significantly normalized the expressions in the TUDCA-TAC group. We also examined apoptosis of cardiomyocytes by TUNEL staining. The TUNEL results (expressed as the percentage of positive nuclei per total nuclei) showed low levels of apoptosis in the Veh-Sham group, whereas the level of apoptosis was markedly increased in the Veh-TAC group. In contrast, TUDCA treatment led to a significantly lower rate of TUNEL-positive cells (Fig 3D and 3E).

**Fig 3:**
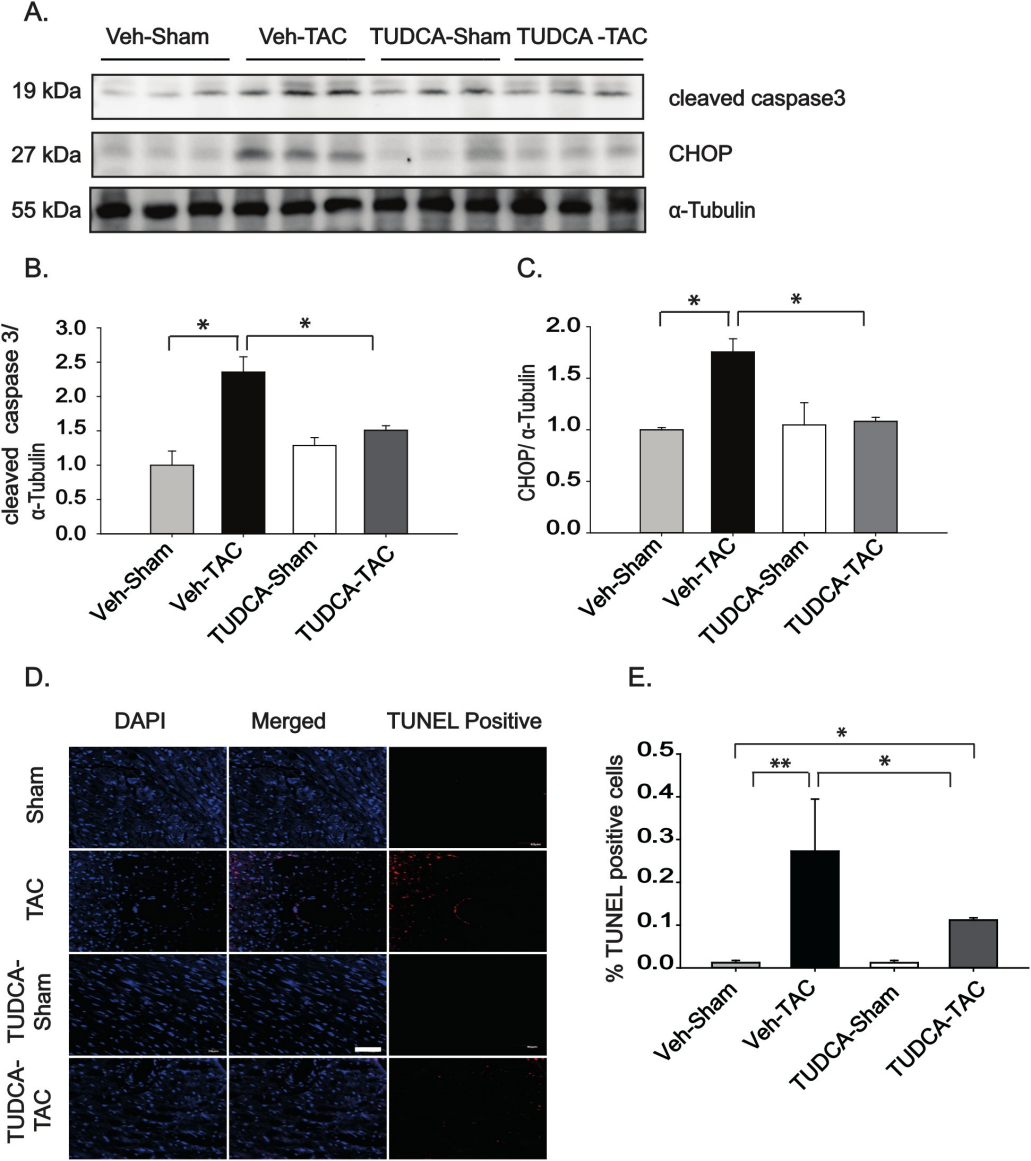
Tauroursodeoxycholic acid (TUDCA) administration reduced the number of apoptotic cells in transverse aortic constriction (TAC)-induced hypertrophic hearts. (A) Protein expression of the pro-apoptotic genes CHOP and cleaved caspase 3 after 4 weeks of TUDCA administration. (B, C) Relative expression of the pro-apoptotic genes CHOP and cleaved caspase 3 (*n* = 3). (D) A TUNEL assay was performed using paraffin-embedded heart tissues (scale bar = 50 μm). (E) Quantitative representation of the percentage of TUNEL-positive cardiomyocytes. Only nuclei that were purplish red were scored. The percentage of TUNEL-positive cells was calculated as the ratio of TUNEL-positive to DAPI-stained nuclei in the section. Three to five fields were selected randomly for each heart section, and quantitated by ImageJ (*n* = 3–6). All data are shown as mean ± SE (* *P* < 0.05, **P < 0.01).

### TUDCA reduced cardiac fibrosis in a mouse model of pressure overload-induced hypertrophy

Myocardial fibrosis is another serious symptom that occurs during the transition between myocardial hypertrophy and heart failure. To study the effect of TUDCA on cardiac fibrosis, heart samples were evaluated at 4 weeks after TAC and with concurrent administration of TUDCA (300 mg/kg BW). Cardiac fibrosis is known to be mediated by the activation of the TGF-β receptor, which leads to phosphorylation of Smad2/3. Heart sections were stained with Masson’s trichrome staining to examine the degree of collagen deposition. The results showed significantly decreased collagen deposition in the TUDCA-TAC group, compared to the Veh-TAC group (Fig 4A and 4B). Fig 4C–4E showed that the Veh-TAC group had significantly higher TGF-β and p-Smad3 levels than the Veh-Sham group, but TUDCA administration significantly reduced the protein levels in the TUDCA-TAC group.

**Fig 4:**
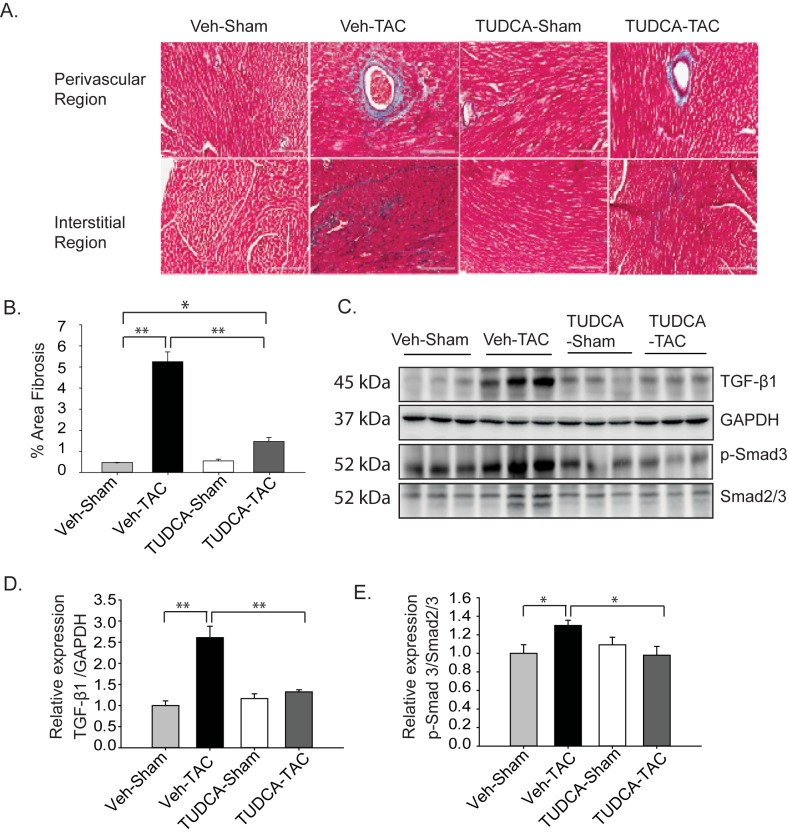
Tauroursodeoxycholic acid (TUDCA) alleviated cardiac fibrosis in transverse aortic constriction (TAC)-induced hypertrophic hearts. (A) Trichrome staining was performed on histological heart sections, as described in **Materials and Methods**. (B) Quantitative representations of the percentage of fibrotic areas are shown. Fibrotic areas were quantified in histological sections using ImageJ. The percentage of fibrosis was determined from 4–5 images per heart focusing on both interstitial and perivascular regions, and calculated as the ratio of fibrosis to the total area of the cross section. (scale bar = 200 μm) (*n* = 3–5). (C) Western blot results of transforming growth factor (TGF)-β1 and Smad proteins in the whole-heart homogenates of TAC mice treated with Veh or TUDCA for 4 weeks are shown. (D, E) Relative expression levels of TGF-β1 and p-Smad proteins are shown. All data are shown as mean ± SE. (* *P* < 0.05, **P < 0.01).

Relative mRNA expression levels of the fibrosis markers such as collagen 1α1 and collagen 3α1 were significantly lower in the TUDCA-TAC group, than in the Veh-TAC group, as expected (Fig 5). We further investigated the transcription levels of genes involved in cardiac fibrosis such as connective tissue growth factor (CTGF) [19], TGF-β type 1 receptor (TGF β-1), TGF-β type 2 receptor (TGF β-2) [20], and MMP [21–23]. Expression levels of all those genes were significantly lower in the TUDCA-TAC group, than in the Veh-TAC group (Fig 5). Collectively, these results show that the increased collagen deposition observed in the Veh-TAC group could successfully be reduced through inhibition of ERS via treatment with TUDCA.

**Fig 5:**
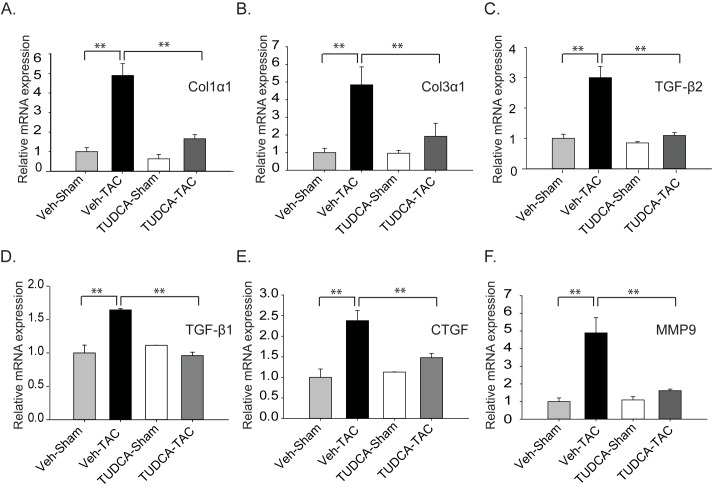
Tauroursodeoxycholic acid (TUDCA) alleviated TAC-induced cardiac fibrosis. (A–E) Transcripts of pro-collagens, TGF-β1, TGF-β2, CTGF, and MMP9 were evaluated by real-time polymerase chain reaction using hearts of the sham- and TAC-operated mice after administration of Veh or TUDCA for 4 weeks. All data are shown as mean ± SE. (* *P* < 0.05, **P < 0.01, *n* = 3).

### TUDCA normalized altered gene expression in a pressure overload-induced hypertrophy

In light of the above data showing substantial evidence that the oral administration of TUDCA in a mouse model of pressure overload-induced hypertrophy can ameliorate the heart malfunctions through normalization of the key hypertrophic symptoms, such as increased cardiac apoptosis and fibrosis, we examined the global cardiac gene expression profiles in all experimental groups by using cDNA microarray technology. The heart samples from TAC followed by 1 week of TUDCA administration was selected for this analysis, because more dynamic changes in gene expression were expected at the onset of cardiac hypertrophy. 

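Transverse aortic constriction (TAC) narrows the aorta, so that the left ventricle pumps against a raised pressure and thickens. TUDCA is a bile acid that acts as a chemical chaperone and eases protein folding in the endoplasmic reticulum. RNA from whole hearts holds transcripts of cardiomyocytes together with those of fibroblasts, vessels and immune cells, so a change in a gene may come from any of them. The microarrays covered 13 hearts taken 1 week after surgery: 3 of the Veh-Sham group, 3 of the Veh-TAC group, 3 of the TUDCA-Sham group and 4 of the TUDCA-TAC group, with TUDCA at 300 mg/kg per day in the TUDCA groups. For each heart the authors deposited the raw signal intensity and a detection p-value of 25697 probes, and a normalized table of log2 values for 11732 of them. The normalized table holds exactly the probes with a detection p-value under 0.05 on at least 8 arrays. Starting from the raw intensities, background was removed with the normexp method of limma, the arrays were quantile normalized, and values were put on the log2 scale. Probes with a detection p-value under 0.05 on at least 3 arrays were kept, and the brightest probe with a gene name stood for its gene, which left 8336 genes. Gene names were at hand only for probes of the normalized table, so each of these genes was detected on at least 8 arrays. A gene detected in the TAC hearts alone is therefore not among them. Differences between groups were tested with limma in a single model of the 4 groups, and p-values were adjusted by the Benjamini-Hochberg method. The number of hearts per group limits the precision of every value.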

The microarray data were also validated by qRT-PCR analysis of some selected genes (Figure G in S1 File). 

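Type I and type III collagen form the fibres of scar tissue in the heart, and Col1a1 and Col3a1 encode their chains. Mmp2 encodes a protease that remodels matrix, Ccn2 encodes the connective tissue growth factor CTGF, and Nox4 encodes an enzyme that makes reactive oxygen species and is induced by TGF-β in fibroblasts. All 5 genes rose with TAC in vehicle-treated hearts. Nox4 had a mean log2 signal of 7.06 ± 0.25 (SD, n = 3 hearts) in the Veh-Sham group and 9.88 ± 0.43 (SD, n = 3) in the Veh-TAC group. Its log2 fold change was 2.82 (standard error 0.23, adjusted p = 2.67e-05 from limma). With TUDCA the mean was 7.70 ± 0.20 (SD, n = 3) after sham surgery and 7.91 ± 0.31 (SD, n = 4) after TAC. The response of Nox4 to TAC was smaller with TUDCA by a log2 difference of -2.62 (adjusted p = 0.0118 from limma's test of the difference). This call was kept in each of the 23 other settings set down beforehand that were run for it (adjusted p between 0.00124 and 0.0401) and lost with the background level of the arrays as a term, a setting chosen after the data were seen (log2 difference -2.41, adjusted p = 0.0932). Col3a1 rose by a log2 fold change of 2.71 with vehicle and 0.86 with TUDCA, and was lower in the TUDCA-TAC than in the Veh-TAC group (log2 fold change -1.58, adjusted p = 0.00364 from limma). Mmp2 and Ccn2 were also lower in the TUDCA-TAC than in the Veh-TAC group, with log2 fold changes of -1.07 and -1.25, while the tests of the difference between their responses gave adjusted p-values of 0.11 and 0.074. With the background level as a term no gene passed between the TUDCA-TAC and Veh-TAC groups (0 of all genes in limma), so the calls of Col3a1, Mmp2 and Ccn2 were lost there. The log2 difference between the responses of Col3a1 was -1.85 without that term and -1.52 with it. Only 1 heart outside the TUDCA-TAC group shared its lower background, so the term rests on that heart. A call lost there does not show that a change goes away. Col1a1 rose by a log2 fold change of 2.98 with vehicle and 2.20 with TUDCA, and the TUDCA-TAC and Veh-TAC groups did not differ past the threshold (log2 fold change -0.55, adjusted p = 0.367 from limma).

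**Figure D1:**
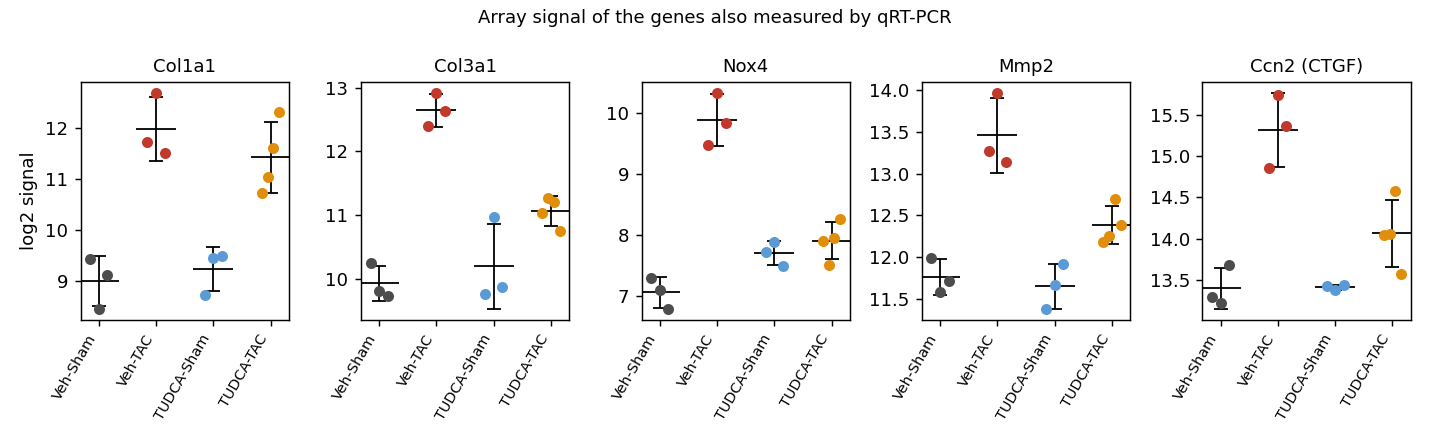
Log2 array signal of Col1a1, Col3a1, Nox4, Mmp2 and Ccn2 in each heart, by group. Points are hearts and black bars are the mean with the SD, and Nox4 in the TUDCA-TAC group stays near the sham groups while Col1a1 rises in both TAC groups.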

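Within the first week of pressure overload the heart switches on growth and repair programmes and turns down parts of its metabolism. The arrays showed this as a broad shift of both higher and lower genes. The threshold for DEGs was over 1.5-fold and an unadjusted p under 0.05 from limma. At that threshold 1498 genes differed between the Veh-TAC and Veh-Sham groups, 840 higher and 658 lower (655 genes with the authors' normalized table). At an adjusted p under 0.05 with no limit on the fold, 2083 genes differed, 1045 higher and 1038 lower, and the number without Veh-TAC replicate 2 was 1205. In 43.1% of the genes every Veh-TAC heart lay on one side of every Veh-Sham heart, where chance alone gives 10% for 3 hearts against 3. The steepest rise was that of Lox, which encodes the enzyme that crosslinks collagen and elastin. Its mean log2 signal was 8.27 ± 0.21 (SD, n = 3) in the Veh-Sham group and 12.41 ± 0.26 (SD, n = 3) in the Veh-TAC group. Ptn, which encodes the secreted growth factor pleiotrophin, rose by a log2 fold change of 3.43. Retnla, which encodes a protein that alternatively activated macrophages secrete, fell by 3.11 on the log2 scale, and Ano10, which encodes a membrane protein of the anoctamin family, had a mean log2 signal of 11.20 ± 0.03 (SD, n = 3) after sham surgery and 8.51 ± 0.39 (SD, n = 3) after TAC. When arrays were scaled by their median alone, 1356 genes were higher and 357 lower at an adjusted p under 0.05, and the median of all genes was then a rise of 0.12 on the log2 scale.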

Our bioinformatics analysis showed 732 differentially expressed genes (DEGs) at the mRNA level, with more than 1.5-fold change (*P* < 0.05) in the Veh-TAC group compared to the Veh-Sham group. However, the number of DEGs were remarkably less in the TUDCA-TAC group (121), than in the Veh-TAC group (732), as shown in Figure H in S1 File, suggesting that the oral administration of TUDCA normalizes the gene expression changes. 

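How far each array moved from the sham state toward the Veh-TAC state was measured beside the number of DEGs. This distance does not measure the action of a chaperone. Between the TUDCA-TAC and TUDCA-Sham groups 519 genes passed the threshold for DEGs, 254 higher and 265 lower (117 genes with the authors' normalized table). At an adjusted p under 0.05 from limma 149 genes differed, 85 higher and 64 lower. This smaller set depended on single hearts: 11 genes passed without TUDCA-Sham replicate 1, 37 without TUDCA-Sham replicate 2, 31 without TUDCA-TAC replicate 3, 92 without Veh-Sham replicate 1, 99 without Veh-Sham replicate 3 and 239 without TUDCA-TAC replicate 4. It was 0 in a fit of the 2 groups alone, and 0 with the background level of the arrays as a term, a setting chosen after the data were seen. Across all genes, the response to TAC with TUDCA was 0.391 times the response with vehicle, after allowing for sampling noise in the vehicle response, and between 0.326 and 0.433 times with each array left out in turn. The TAC score of an array was the mean of the genes higher in the Veh-TAC group minus the mean of those lower, scaled to 0 in the Veh-Sham and 1 in the Veh-TAC group. It was 0.0659 ± 0.0555 (SD, n = 3) in the TUDCA-Sham group and 0.369 ± 0.122 (SD, n = 4) in the TUDCA-TAC group. Each TUDCA-TAC heart scored below each Veh-TAC heart and above each TUDCA-Sham heart (two-sided exact permutation test, p = 0.0571 for either comparison, the smallest p that 4 hearts against 3 allow). The genes of the score were chosen on the vehicle hearts, which raises the score of the Veh-TAC hearts. The comparison with them is therefore biased, and only that with the TUDCA-Sham hearts is free of this choice. The TUDCA-TAC hearts also shared a lower background intensity with TUDCA-Sham replicate 3, so array background and group are largely confounded.

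**Figure D2:**
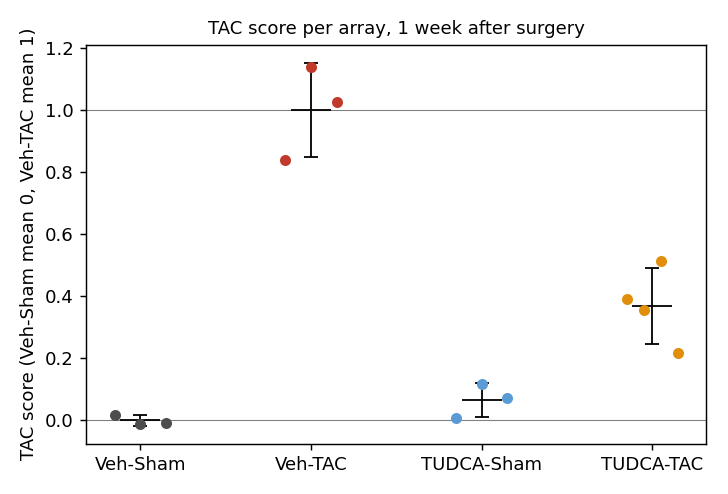
TAC score of each heart by group, with 0 at the Veh-Sham mean and 1 at the Veh-TAC mean. Points are hearts and black bars are the mean with the SD, and the TUDCA-TAC hearts lie between 0.216 and 0.514.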

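Principal components order the hearts by their expression as a whole, with no use of the group labels. They show which hearts resemble each other before any gene is selected. The first component held 42.0% of the variance and separated the Veh-TAC hearts, at 20.9 to 37.7, from the Veh-Sham hearts, at -19.4 to -16.0. The TUDCA-Sham hearts lay at -18.1 to -14.9, beside the Veh-Sham hearts. The TUDCA-TAC hearts lay between these clusters, at -3.21 to 12.4. The second component held 20.4% and set TUDCA-TAC replicates 3 and 4 apart from the other 11 hearts, so part of the spread within the TUDCA-TAC group does not follow TAC or TUDCA.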

Hierarchical clustering of DEGs was performed using the altered DEGs identified both in the Veh-TAC and TUDCA-TAC groups (Figures H and I in S1 File). The heat map shows that a number of DEGs were upregulated (187, red) or downregulated (112, blue) in the Veh-TAC group, but were normalized in the TUDCA-TAC group (Figure I in S1 File).

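The text used here gives no rule for when a gene of the heat map counts as normalized. The rule applied here was that a gene passes the threshold for DEGs with TAC in one direction with vehicle and passes it in the other direction between the TUDCA-TAC and Veh-TAC groups. Of the 840 genes higher with TAC at the threshold for DEGs, 390 were lower in the TUDCA-TAC than in the Veh-TAC group. Of the 658 genes lower with TAC, 317 were higher in the TUDCA-TAC group. Both comparisons use the same Veh-TAC hearts with opposite sign, so noise in those hearts alone makes genes overlap. In 100 simulations of arrays with no differences the overlaps averaged 9.5 and 9.77 genes, with highest values of 16 and 20. Arrays with no differences also yield few DEGs, so these numbers are a lower bound on what shared noise gives. A comparison with no shared hearts sets the response to TAC with TUDCA beside the response with vehicle. Of the 390 genes, 73 still passed the threshold between the TUDCA-TAC and TUDCA-Sham groups, and of the 317 genes 18 did. A test of the difference between the responses passed an adjusted p of 0.05 (limma) for 93 and 56 of them, and for 0 genes with the background level of the arrays as a term, a setting chosen after the data were seen. Among the genes that differed between the Veh-TAC and Veh-Sham groups at an adjusted p under 0.05, 81.9% moved in the same direction with TUDCA and 97.9% moved less. Selection on the vehicle response exaggerates that response, and the ratio over all genes is free of this.

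**Figure D3:**
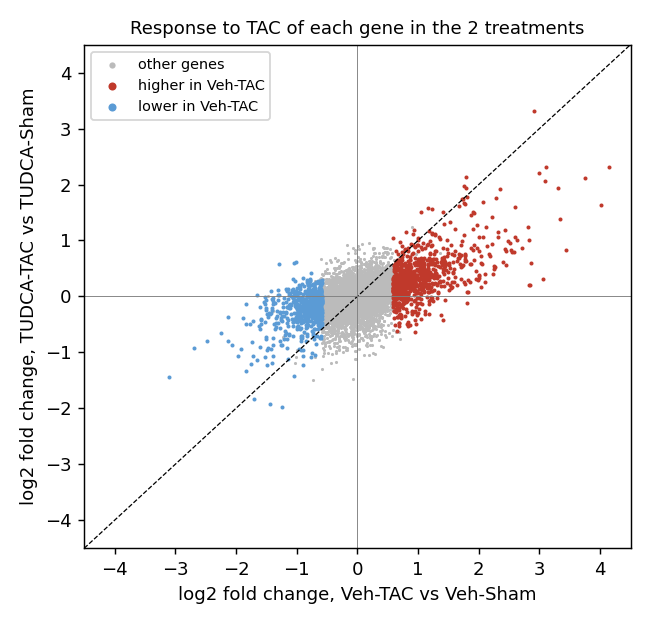
Log2 fold change of each of the 8336 genes with TAC in TUDCA-treated hearts against that in vehicle-treated hearts. Genes that passed the threshold for DEGs with vehicle, over 1.5-fold and an unadjusted p under 0.05 from limma, are in colour. The dashed line marks equal responses, and the coloured genes lie mostly between it and the horizontal axis.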

To investigate the functional effect of TUDCA in the TUDCA-TAC group, we performed gene ontology (GO) analysis of biological functions, as shown in Fig 6. The results showed that TUDCA treatment normalized genes that were overexpressed in the Veh-TAC group, especially those involved in the biological functions such as collagen fibril organization, positive regulation of the apoptotic process, TGF-β receptor, and positive regulation of cell-substrate adhesion. Furthermore, TUDCA also normalized the genes that were downregulated in the Veh-TAC group, which were related to mitochondrial functions such as metabolic process and oxidation-reduction (Fig 6). 

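Fibrosis needs collagen chains, the enzymes that modify and crosslink them, and the other proteins of the matrix. TGF-β signalling drives fibroblasts to make them, integrins attach cells to them, and pro-apoptotic genes favour the loss of cardiomyocytes under load. Lists of genes for each of these functions were fixed before the data were examined, and a list was tested for a shift against all other genes with limma's camera at a preset correlation. With vehicle, 13 of 13 measured collagens were higher in the TAC hearts (13 when adjusted over the list alone) and their mean log2 fold change was 1.77 (adjusted p = 3.09e-11, and adjusted p = 0.154 with an estimated correlation). With TUDCA, 7 collagens were higher (13 when adjusted over the list alone), with a mean of 1.05 (adjusted p = 6.03e-14, and 0.176 with an estimated correlation). The difference between the responses of the collagens was -0.72 (adjusted p = 0.00109 from camera, 0.126 by fry and 0.478 with an estimated correlation). Markers of fibroblasts and macrophages also had smaller responses with TUDCA (-0.67 and -0.83), so a change in cell number was not told apart. Of 20 genes of collagen processing, 10 were higher with vehicle and 3 with TUDCA (11 and 5 when adjusted over the list alone), with none lower. Sfrp2, which encodes a secreted Wnt modulator that promotes collagen maturation, rose by a log2 fold change of 3.06 with vehicle, and its response was smaller with TUDCA by -2.75 (adjusted p = 0.0118 from limma), a call lost with the background level of the arrays as a term, a setting chosen after the data were seen (-2.68, adjusted p = 0.0932). With that term no single gene passed between the TUDCA-TAC and TUDCA-Sham groups either (0 of all genes in limma). Of 20 genes of TGF-β signalling, 6 were higher and 1 was lower with vehicle (7 and 3 when adjusted over the list alone), and none passed with TUDCA (limma, and none over the list alone). The shift of that list did not pass with vehicle by camera (adjusted p = 0.147, and 0.51 with an estimated correlation) and passed by fry (adjusted p = 0.0305). The difference between its responses passed by neither (adjusted p = 0.17 and 0.311). Of 25 pro-apoptotic genes, 8 were higher and 2 lower with vehicle, with the same numbers when adjusted over the list alone. Their mean log2 fold change was 0.18 with a median of -0.01, and the list did not shift as a whole by camera (adjusted p = 0.161) and shifted up by fry (adjusted p = 0.0063). Bbc3, which encodes the pro-apoptotic protein PUMA, rose by 0.98 with vehicle, and none of the list passed over all genes with TUDCA (2 higher when adjusted over the list alone). Of 23 genes of integrins and adhesion, 10 were higher and 1 was lower with vehicle (11 and 2 when adjusted over the list alone), and none passed over all genes with TUDCA (5 higher and 1 lower over the list alone). That list shifted up with vehicle (mean 0.38, adjusted p = 0.00296, and 0.358 with an estimated correlation) and with TUDCA (mean 0.25, adjusted p = 0.000263, 0.0800 by fry and 0.277 with an estimated correlation), and the difference between its responses did not pass (mean -0.13, adjusted p = 0.194). Without TUDCA-TAC replicates 3 and 4, a setting chosen after the data were seen, its shift with TUDCA was lost (mean 0.13, adjusted p = 0.0701) and the difference passed (mean -0.25, adjusted p = 0.0491).

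**Figure D4:**
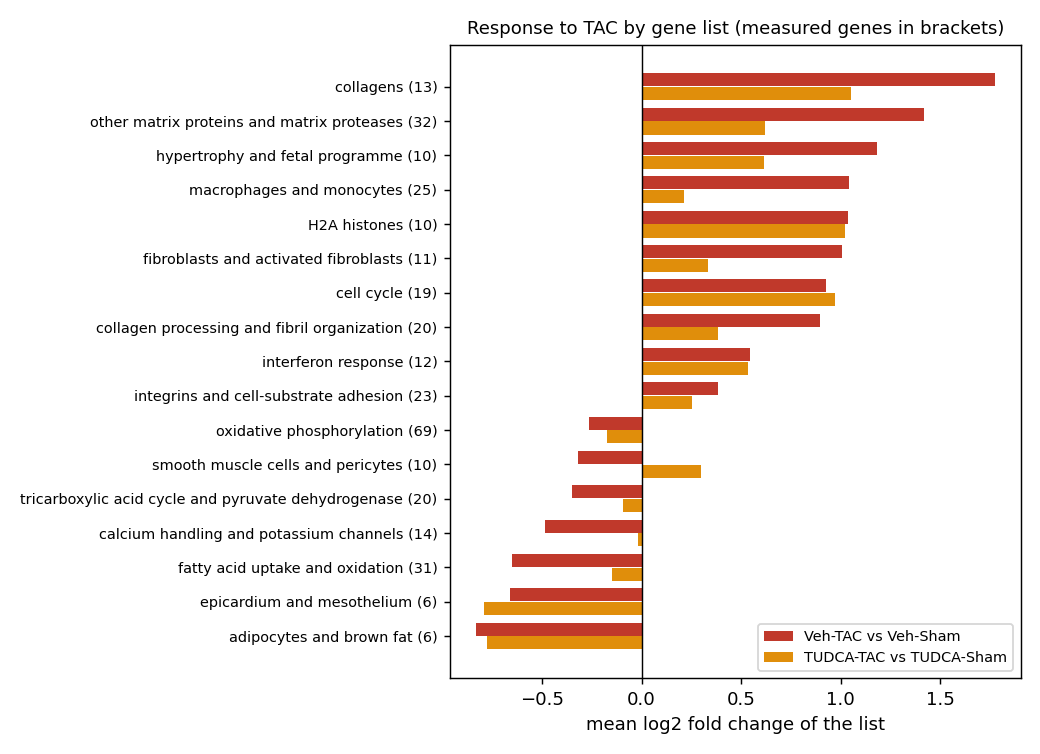
Mean log2 fold change with TAC of each gene list that shifted in either treatment, in vehicle-treated and in TUDCA-treated hearts. Bars start at 0, and the bars of the collagens and of the macrophage list are shorter with TUDCA while those of the cell cycle list are alike.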

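The adult heart burns mainly fatty acids, and their oxidation feeds the tricarboxylic acid cycle and the respiratory chain of the mitochondria. Under pressure overload these genes are turned down. Of 31 measured genes of fatty acid uptake and oxidation, 18 were lower and none was higher in the Veh-TAC than in the Veh-Sham group (19 lower when adjusted over the list alone). Their mean log2 fold change was -0.65 with vehicle (adjusted p = 1.34e-08 from camera, and 0.154 with an estimated correlation) and -0.15 with TUDCA (adjusted p = 0.0101, 0.169 by fry and 0.463 with an estimated correlation). The call with TUDCA was lost without TUDCA-Sham replicate 1 (mean -0.10, adjusted p = 0.0788), TUDCA-TAC replicate 1 (-0.11, adjusted p = 0.129) or TUDCA-TAC replicate 2 (-0.12, adjusted p = 0.0585). The responses differed by a mean of 0.50 (adjusted p = 3.98e-07, and 0.282 with an estimated correlation), and this call was kept with each array left out in turn. Acot1, which encodes an enzyme that releases fatty acids from coenzyme A, had a mean log2 signal of 12.47 ± 0.22 (SD, n = 3) in the Veh-Sham and 10.35 ± 0.44 (SD, n = 3) in the Veh-TAC group, and of 12.57 ± 0.26 (SD, n = 3) and 11.77 ± 0.20 (SD, n = 4) in the TUDCA-Sham and TUDCA-TAC groups. Of 20 genes of the tricarboxylic acid cycle and pyruvate dehydrogenase, 9 were lower and 1 was higher with vehicle (10 and 1 when adjusted over the list alone). Idh3a, which encodes a subunit of isocitrate dehydrogenase, fell by 0.65 on the log2 scale with vehicle and rose by 0.01 with TUDCA. Of 69 genes of oxidative phosphorylation, 18 were lower and none was higher with vehicle (19 lower when adjusted over the list alone). Their mean was -0.27 with vehicle (adjusted p = 1.55e-05, and 0.406 with an estimated correlation) and -0.17 with TUDCA (adjusted p = 0.000263, 0.129 by fry and 0.501 with an estimated correlation). The call with TUDCA was lost without TUDCA-TAC replicates 3 and 4 together (mean -0.07, adjusted p = 0.149 from camera), a setting chosen after the data were seen. On those hearts the ribosomal protein genes, whose transcripts are also short, were lower too (-0.253 and -0.309 against Veh-Sham). Relative to these genes the list had overlapping values in TUDCA-TAC (mean -0.0552) and TUDCA-Sham hearts (mean -0.0290), a comparison made after the data were seen.

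**Figure D5:**
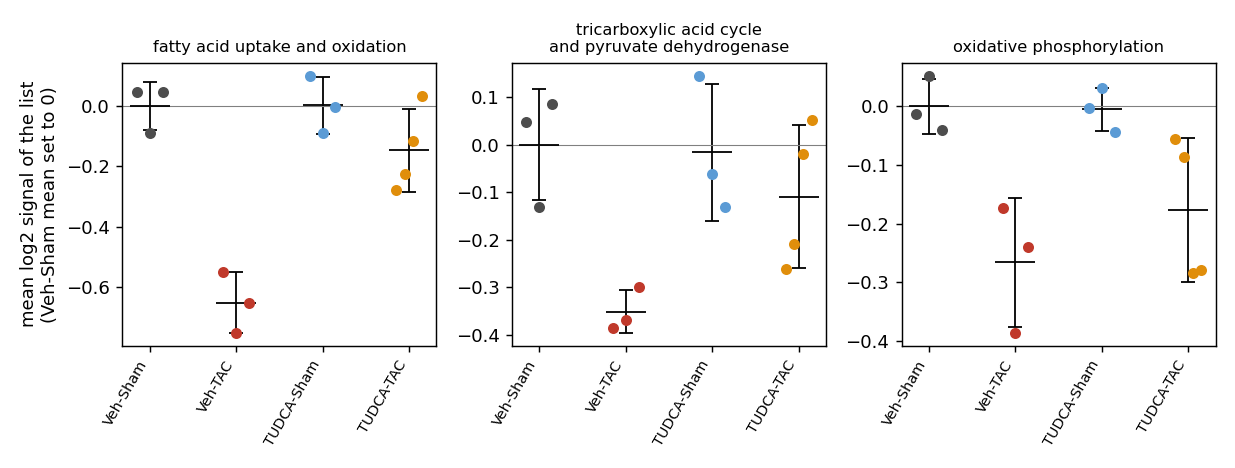
Mean log2 signal of the genes of fatty acid uptake and oxidation, of the tricarboxylic acid cycle and of oxidative phosphorylation in each heart, with the Veh-Sham mean set to 0. Points are hearts and black bars are the mean with the SD, and the Veh-TAC hearts are lowest for fatty acid oxidation.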

The Ingenuity toxicity analysis (Fig 6) also showed that the known toxicity items in the heart such as cardiac necrosis/cell death, cardiac fibrosis, increased proliferation, mitochondrial dysfunction were normalized in the TUDCA-TAC group. Collectively, the data showed that TUDCA normalized the DEGs involved in the pathogenesis of the heart in the Veh-TAC group.

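Cell death draws macrophages into the heart, fibrosis comes with activated fibroblasts, and proliferation shows as transcripts of the cell cycle. Whole-heart RNA cannot say which cells divide. Of 19 genes of the cell cycle, 11 were higher and 1 was lower in the Veh-TAC than in the Veh-Sham group (13 and 1 when adjusted over the list alone), with a mean log2 fold change of 0.93 (adjusted p = 5.63e-06, and 0.19 with an estimated correlation). In the TUDCA-TAC group 10 were higher than in the TUDCA-Sham group and none was lower (15 higher when adjusted over the list alone), with a mean of 0.97 (adjusted p = 7.53e-16 from camera, and 0.106 with an estimated correlation). The test of the difference between these responses gave an adjusted p of 0.673. Prc1, which encodes a protein that bundles microtubules when a cell divides, rose by a log2 fold change of 2.92 with vehicle and 3.31 with TUDCA (standard errors 0.36 and 0.33), and was not above background on 1 of the 3 TUDCA-Sham arrays. Of 10 histone genes of the H2A family, whose transcripts rise when DNA is copied, 6 were higher with vehicle and 5 with TUDCA, and 6 in each when adjusted over the list alone. Of 25 marker genes of macrophages and monocytes, 20 were higher with vehicle and none was lower (23 higher when adjusted over the list alone). None passed over all genes with TUDCA (limma), and 7 were higher when adjusted over the list alone. The list shifted up with TUDCA as well (mean 0.21, adjusted p = 0.000643 from camera, 0.129 by fry and 0.429 with an estimated correlation), a call lost without TUDCA-Sham replicate 1 (mean 0.10, adjusted p = 0.0614). The responses of this list differed by a mean log2 value of -0.83 (adjusted p = 3.41e-14, and 0.172 with an estimated correlation), and this call was kept with each array left out in turn. Lgals3, which encodes galectin-3, a lectin made by macrophages, had a response smaller by -1.50 with TUDCA (adjusted p = 0.0217 from limma), and this call was lost without Veh-Sham replicate 1 or 3, Veh-TAC replicate 2 or 3, or TUDCA-Sham replicate 2 (adjusted p between 0.0522 and 0.0713). With the background level of the arrays as a term, a setting chosen after the data were seen, the call of Lgals3 was lost (-1.51, adjusted p = 0.151 from limma). No gene of any list passed with TUDCA under that term (0 of all genes in limma). The difference of the macrophage list was kept with it (mean -0.86, adjusted p = 8.91e-16 from camera), though the term rests on 1 heart.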

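A test of the difference between the responses to TAC is a further question added here, which asks whether TAC changed a gene by another amount in TUDCA-treated than in vehicle-treated hearts. Over single genes 178 passed this test at an adjusted p under 0.05 from limma, 71 with a more positive and 107 with a more negative response with TUDCA. Their number ranged from 8 to 401 with each array left out in turn and was lowest without Veh-TAC replicate 3 and highest without Veh-TAC replicate 1. It was also higher than 178 with array weights and with the authors' normalized table. It was 0 with the background level of the arrays as a term in the model, a setting chosen after the data were seen, while 1635 genes had an unadjusted p under 0.05 in the model without it. Of 32 genes of other matrix proteins and matrix proteases, 23 were higher with vehicle and 6 with TUDCA (23 and 19 when adjusted over the list alone), and their responses differed by a mean log2 value of -0.80 (adjusted p = 2.28e-10 from camera). Of 29 lists tested, 11 differed between the responses at the preset correlation and none did with an estimated correlation. By fry, which tests for a change in one direction, 7 passed. With the background level as a term the 11 lists kept their call at the preset correlation, though that term rests on 1 heart. From fewer DEGs after TAC with TUDCA than with vehicle, from genes that moved back toward sham, and from the functions these genes share, the paper concludes that TUDCA normalized the DEGs behind the disease of the heart in the Veh-TAC group.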

**Fig 6:**
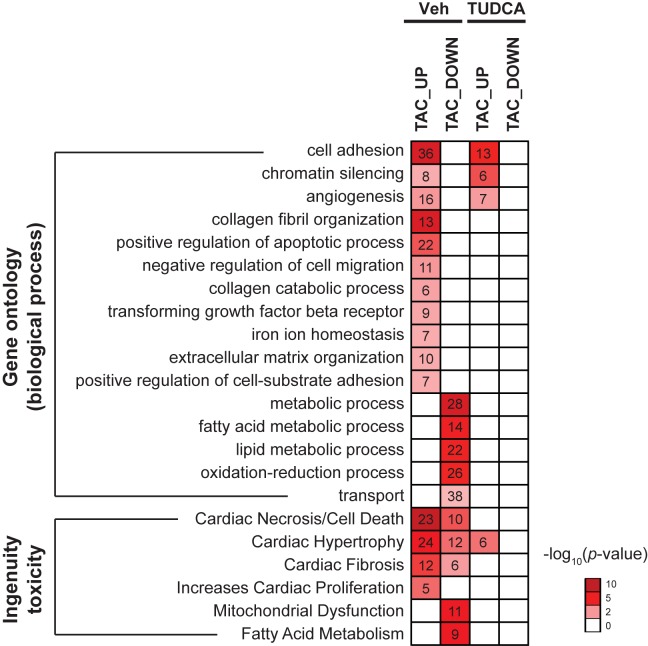
Tauroursodeoxycholic acid (TUDCA) normalized altered gene expression in a pressure overload-induced hypertrophy. The number of significantly reduced DEGs involved in the Gene Ontology (GO) (biological process) or Ingenuity toxicity pathways in the TUDCA-TAC group, compared to the Veh-TAC group. Significantly enriched GO pathways (*P* < 0.05) with at least five DEGs for Veh-TAC or TUDCA-TAC in comparison to control group (Veh-Sham or TUDCA-Sham) are shown. GO analysis was performed using DAVID bioinformatics resources 6.7 (https://david.ncifcrf.gov/)). The Ingenuity toxicity analysis of microarray data was performed by Ingenuity Pathway Analysis (**IPA**) software. Color intensity represents degree of enrichment (-log_10_ [*p*-value]) and the number represents the number of genes.

## Discussion

Earlier studies have shown that ERS is an important player in the development of pressure overload-induced cardiac hypertrophy [6, 9, 24]. This study examined whether the chemical chaperone TUDCA could ameliorate pressure overload-induced remodeling using an animal model of TAC. The key findings of this study are as follows: (1) TUDCA (oral administration at 300 mg/kg BW) reduced expression of the ERS proteins in the TUDCA-TAC group, compared to Veh-TAC group (Fig 1); (2) TUDCA reduced myocardial hypertrophy in TUDCA-TAC group, compared to the Veh-TAC group (Fig 2); (3) TUDCA ameliorated cardiac apoptosis in the TUDCA-TAC group, compared to the Veh-TAC group (Fig 3); (4) TUDCA attenuated cardiac fibrosis in the TUDCA-TAC group, compared to the Veh-TAC group (Fig 4); (5) TUDCA improved cardiac function as suggested by the increased left ventricular fractional shortening (LVFS) (Table B in S1 File); (6) The microarray data showed that TUDCA administration globally normalized altered gene expressions responsible for the cardiac mal-adaptations by TAC (Fig 6, and Figure I in S1 File).

TUDCA is a nontoxic taurine conjugate form of ursodeoxycholic acid (UDCA) which is an endogenously produced hydrophilic bile acid. In the last decade, TUDCA has been widely studied for its function as a chemical chaperone and its ability to ameliorate ERS and cure various diseases such as biliary fibrosis [25], pulmonary fibrosis [26], retinal degeneration [27], neurodegenerative diseases (e.g. Alzheimer’s, Huntington’s and Parkinson’s diseases) [28] and glucose malfunction [29]. In animal models, TUDCA has shown to have beneficial effects on obesity and high fat-induced myocardial dysfunctions [12, 30] and reduction of apoptosis in mouse model of myocardial infarction [31]. TUDCA also inhibits uremic cardiomyopathy [32]. A recent study showed evidence that TUDCA could ameliorate fibrosis in a mouse model of calreticulin overexpression [10]. To our knowledge, to date, the effects of TUDCA on cardiac remodeling processes by pressure-overload has never been investigated.

In the present study, we found that an oral daily administration of TUDCA at 300 mg/kg BW ameliorated ERS, reduced hypertrophy (Fig 2), and helped restore cardiac contractility as evidenced by the increased fractional shortening in the TUDCA-TAC group (Table B in S1 File). Induction of ER chaperones is a mark of the severity of stress, as seen early in failing human hearts [6]. In this study, TUDCA downregulated ER chaperone proteins, such as GRP78 and GRP94, which are expressed following pressure overload (Fig 1). TUDCA also decreased the phosphorylation of PERK and eIF2α in the TUDCA-TAC group, suggesting that TUDCA administration ameliorates ERS at an early phase, and that subsequently leads to the reduced expression of ER chaperones (Figure J in S1 File). Thus, TUDCA may protect cells in a manner similar to the overexpression of ER resident chaperones, which are known to be cardio-protective [7, 9, 30].

The loss of cardiomyocytes due to enhanced apoptosis, the increased stiffness and lower compliance caused by myocardial fibrosis are two important contributors to the myocardial remodeling that occurs in response to hemodynamic overload [17, 18]. A model of dilated cardiomyopathy showed that ERS-initiated apoptotic signaling is associated with activation of the transcription factor CHOP [33]. Evidence also suggests that CHOP plays an important role in mitochondria-dependent apoptosis in hearts subjected to pressure overload [24]. Similarly, Fig 3 shows upregulation of CHOP and increased apoptotic activity, as shown by increased caspase3-cleavage and TUNEL staining in the Veh-TAC group at 4 weeks after TAC. However, the TUDCA-TAC group showed significantly decreased apoptosis, with lower CHOP and cleaved caspase 3 expression, in accordance with the previously published data, in which TUDCA was shown to decrease apoptosis in a rat infarct heart [31]. Since cardiomyocytes are terminally differentiated cells without the capacity for division, even small quantities of apoptosis, may lead to consistent loss of cardiomyocytes, resulting in serious cardiac dysfunction. Therefore, the present results suggest that the treatment with TUDCA may markedly reduce the cardiac cell death induced by pressure overload.

Myocardial overexpression of TGF-β1 in mice produces ventricular and atrial fibrosis [34–36], whereas its blockade prevented myocardial fibrosis in a rat model of pressure overload [35]. In a recent study, inhibition of UPR by TUDCA in a calreticulin-overexpressing mouse model led to decreased fibrosis and improved cardiac function [10], suggesting a link between ERS and cardiac fibrosis. Here, the TUDCA-TAC group showed attenuated expression of TGF-β and p-Smad3 (Fig 4). The transcription of downstream targets of Smad, collagen 1α1 and collagen 3α1, transcripts were greatly enhanced in the Veh-TAC group, but they were reduced in the TUDCA-TAC group. CTGF, a downstream mediator of the TGF-β pathway, was shown to be induced in hearts of animal models and in cell cultures in response to diverse hypertrophic stimuli [37, 38]. Here, the decreased fibrosis was associated with decreased CTGF expression in the TUDCA-TAC group (Fig 5), similar to a previous study showing decreases in CTGF level by TUDCA treatment in a mouse model of Alzheimer’s disease [28]. The previous studies have shown that enhanced MMP activity is associated with increased fibrosis, whereas attenuated MMP activity is accompanied by decreased fibrosis [21, 39, 40]. In the present study, we observed lower mRNA levels of MMP9 in the TUDCA-TAC group, than in the Veh-TAC group, consistent with the decreased collagen deposition (Fig 4). 

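The extracellular matrix surrounds the cells of the heart, and its growth stiffens the ventricle. Curated pathways of the Reactome collection give a view of it that does not depend on hand-made lists. Of 672 sets with 10 to 300 measured genes, 40 shifted in Veh-TAC against Veh-Sham hearts at the preset correlation, 25 up and 15 down, and none with an estimated correlation. The set of extracellular matrix organization, with 127 measured genes, shifted up with vehicle (adjusted p = 1.85e-09) and with TUDCA (adjusted p = 3.02e-08, and 0.992 with an estimated correlation). Its responses differed, with a lower response with TUDCA (adjusted p = 0.00235, and 1.00 with an estimated correlation). In the direct comparison of TUDCA-TAC with Veh-TAC hearts, 20 of the 32 listed genes of matrix proteins and proteases were lower and none was higher at an adjusted p under 0.05 from limma (22 lower and 1 higher when adjusted over the list alone). Their mean log2 fold change was -0.73 (adjusted p = 5.94e-10 from camera, and 0.212 with an estimated correlation). Of the 13 collagens 5 were lower, with a mean of -0.71. The background level of the arrays as a term was a setting chosen after the data were seen. With it, 0 of all genes passed between the TUDCA-TAC and Veh-TAC groups in limma. Without that term limma passed 1369 genes, while Student's t-test of these 2 groups alone with the same adjustment passed 1.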

Pathway analysis using the microarray data also showed decreased expression of ECM-related genes in TUDCA-TAC group.

During pathological cardiac hypertrophy, the heart metabolism undergoes a shift from fatty acid oxidation (FAO) towards glucose utilization. This metabolic switch is coordinated by genes related to FAO and glucose metabolism [41]. ERS is known to be closely associated with mitochondrial damage. Mitochondria play a major role in ER-mediated apoptosis, and TUDCA is known to prevent this apoptosis by blocking Ca^2+^-mediated apoptotic pathways [42]. In the present study, we found that pressure overload-induced cardiac hypertrophy is associated with reduced fatty acid metabolism and mitochondrial gene expression, whereas TUDCA normalized the capacity for fatty acid metabolism and maintained mitochondrial integrity in hypertrophied hearts (Fig 6).

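Beta-oxidation shortens fatty acids inside mitochondria and yields the fuel of the respiratory chain. In the TUDCA-TAC hearts, 15 of the 31 genes of fatty acid uptake and oxidation were higher than in the Veh-TAC hearts and none was lower (17 higher when adjusted over the list alone). Such calls of single genes between these groups were lost with the background level of the arrays as a term, a setting chosen after the data were seen (0 of all genes passed in limma). Decr1, which encodes an enzyme needed to oxidize unsaturated fatty acids, had a mean log2 signal of 12.05 ± 0.05 (SD, n = 3) in the Veh-Sham, 11.20 ± 0.23 (SD, n = 3) in the Veh-TAC, 12.13 ± 0.06 (SD, n = 3) in the TUDCA-Sham and 12.02 ± 0.12 (SD, n = 4) in the TUDCA-TAC group. Of the 20 genes of the tricarboxylic acid cycle and pyruvate dehydrogenase 6 were higher than in Veh-TAC hearts (8 higher and 2 lower when adjusted over the list alone), with a mean log2 difference of 0.24 (adjusted p = 0.00807, and 0.508 with an estimated correlation). Without TUDCA-TAC replicates 3 and 4, a setting chosen after the data were seen, this shift was lost (mean 0.12, adjusted p = 0.125), and it was larger with the background level as a term (0.41). Of the 69 genes of oxidative phosphorylation 10 were higher (9 when adjusted over the list alone), with a mean of 0.09 (adjusted p = 0.0265, and 0.691 with an estimated correlation). This call was lost without Veh-TAC replicate 2 (mean 0.03, adjusted p = 0.24), TUDCA-TAC replicate 1 (0.05, adjusted p = 0.165) or TUDCA-TAC replicate 2 (0.06, adjusted p = 0.106), the mean was 0.14 without Veh-TAC replicate 1 and 0.20 without TUDCA-TAC replicates 3 and 4, and the list means of the hearts of the 2 groups overlapped. Uqcrc1, which encodes a core subunit of respiratory complex III, had a mean log2 signal of 14.46 ± 0.22 (SD, n = 3) in Veh-TAC and 15.05 ± 0.18 (SD, n = 4) in TUDCA-TAC hearts. Transcript levels do not measure the function of the mitochondria.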

In the initial phase of pathological cardiac hypertrophy, ERS and the following UPR are adaptive processes, while unresolved ERS could eventually lead to maladaptive cardiac remodeling. However, the factors involved in the transition between adaptive and maladaptive phases are still unknown. Hence, we designed the experimental protocol in such a way that the TUDCA administration was started at the onset of cardiac remodeling by TAC.

There was no evidence of nonspecific toxicity by following administration of TUDCA, because we observed no effects on normal growth, weight gain, visceral organ weight, (Table C in S1 File) or physical activity in the study groups.

In conclusion, in the present study, TUDCA effectively suppressed mouse cardiac remodeling by TAC via alleviation of ERS. These results may provide important insights into the cardio-protective effects of TUDCA, which may be clinically relevant for treatment of pressure overload induced cardiac malfunctions.

## Supporting information

S1 File Supplementary materials, figures and tables.

## References

[1] FreyN, KatusHA, OlsonEN, HillJA. Hypertrophy of the heart a new therapeutic target? Circulation. 2004;109:1580–1589. doi: 10.1161/01.CIR.0000120390.68287.BB 1506696110.1161/01.CIR.0000120390.68287.BB

[2] YoshidaH. ER stress and diseases. FEBS J. 2007;274:630–658. doi: 10.1111/j.1742-4658.2007.05639.x 1728855110.1111/j.1742-4658.2007.05639.x

[3] KaufmanRJ. Stress signaling from the lumen of the endoplasmic reticulum: coordination of gene transcriptional and translational controls. Genes Dev. 1999;13:1211–1233. 1034681010.1101/gad.13.10.1211

[4] GroenendykJ, SreenivasaiahPK, KimDH, AgellonLB, MichalakM. Biology of endoplasmic reticulum stress in the heart. Circ Res. 2010;107:1185–1197. doi: 10.1161/CIRCRESAHA.110.227033 2107171610.1161/CIRCRESAHA.110.227033

[5] MinaminoT, KomuroI, KitakazeM. Endoplasmic reticulum stress as a therapeutic target in cardiovascular disease. Circ Res. 2010;107:1071–1082. doi: 10.1161/CIRCRESAHA.110.227819 2103072410.1161/CIRCRESAHA.110.227819

[6] OkadaK, MinaminoT, TsukamotoY, LiaoY, TsukamotoO, TakashimaS, et al Prolonged endoplasmic reticulum stress in hypertrophic and failing heart after aortic constriction: possible contribution of endoplasmic reticulum stress to cardiac myocyte apoptosis. Circulation. 2004;110:705–712. doi: 10.1161/01.CIR.0000137836.95625.D4 1528937610.1161/01.CIR.0000137836.95625.D4

[7] FuHY, MinaminoT, TsukamotoO, SawadaT, AsaiM, KatoH, et al Overexpression of endoplasmic reticulum-resident chaperone attenuates cardiomyocyte death induced by proteasome inhibition. Cardiovasc Res. 2008;79:600–610. doi: 10.1093/cvr/cvn128 1850885410.1093/cvr/cvn128

[8] HamidT, GuoSZ, KingeryJR, XiangX, DawnB, PrabhuSD. Cardiomyocyte NF-κB p65 promotes adverse remodelling, apoptosis, and endoplasmic reticulum stress in heart failure. Cardiovasc Res. 2011;89:129–138. doi: 10.1093/cvr/cvq274 2079798510.1093/cvr/cvq274PMC3002872

[9] ParkCS, ChaH, KwonEJ, SreenivasaiahPK, KimDH. The chemical chaperone 4-phenylbutyric acid attenuates pressure-overload cardiac hypertrophy by alleviating endoplasmic reticulum stress. Biochem Biophys Res Commun. 2012;421:578–584. doi: 10.1016/j.bbrc.2012.04.048 2252567710.1016/j.bbrc.2012.04.048

[10] GroenendykJ, LeeD, JungJ, DyckJR, LopaschukGD, AgellonLB, et al Inhibition of the Unfolded Protein Response Mechanism Prevents Cardiac Fibrosis. PLoS One. 2016;11:e0159682 doi: 10.1371/journal.pone.0159682 2744139510.1371/journal.pone.0159682PMC4956237

[11] PappE, CsermelyP. Chemical chaperones: mechanisms of action and potential use. Handb Exp Pharmacol. 2006; 172: 405–416.10.1007/3-540-29717-0_1616610368

[12] Ceylan-IsikAF, SreejayanN, RenJ. Endoplasmic reticulum chaperon tauroursodeoxycholic acid alleviates obesity-induced myocardial contractile dysfunction. J Mol Cell Cardiol. 2011;50:107–116. doi: 10.1016/j.yjmcc.2010.10.023 2103545310.1016/j.yjmcc.2010.10.023PMC3018539

[13] de AlmeidaSF, PicaroteG, FlemingJV, Carmo-FonsecaM, AzevedoJE, de SousaM. Chemical chaperones reduce endoplasmic reticulum stress and prevent mutant HFE aggregate formation. J Biol Chem. 2007;282:27905–27912. doi: 10.1074/jbc.M702672200 1762602110.1074/jbc.M702672200

[14] ChenY, LiuCP, XuKF, MaoXD, LuYB, FangL, et al Effect of taurine-conjugated ursodeoxycholic acid on endoplasmic reticulum stress and apoptosis induced by advanced glycation end products in cultured mouse podocytes. Am J Nephrol. 2008;28:1014–1022. doi: 10.1159/000148209 1864819210.1159/000148209

[15] JeongD, ChaH, KimE, KangM, YangDK, KimJM, et al PICOT inhibits cardiac hypertrophy and enhances ventricular function and cardiomyocyte contractility. Circ Res. 2006;99:307–314. doi: 10.1161/01.RES.0000234780.06115.2c 1680955210.1161/01.RES.0000234780.06115.2c

[16] NairAB, JacobS. A simple practice guide for dose conversion between animals and human. J Basic Clin Pharma. 2016;7:27–31.10.4103/0976-0105.177703PMC480440227057123

[17] KatzAM. The cardiomyopathy of overload: an unnatural growth response in the hypertrophied heart. Ann Intern Med. 1994;121:363–371. 804282610.7326/0003-4819-121-5-199409010-00009

[18] NarulaJ, KolodgieFD, VirmaniR. Apoptosis and cardiomyopathy. Curr Opin Cardiol. 2000;15:183–188. 1095242610.1097/00001573-200005000-00011

[19] SzabóZ, MaggaJ, AlakoskiT, UlvilaJ, PiuholaJ, VainioL, et al Connective tissue growth factor inhibition attenuates left ventricular remodeling and dysfunction in pressure overload–induced heart failure. Hypertension. 2014;63:1235–1240. doi: 10.1161/HYPERTENSIONAHA.114.03279 2468812310.1161/HYPERTENSIONAHA.114.03279

[20] KoitabashiN, DannerT, ZaimanAL, PintoYM, RowellJ, MankowskiJ, et al Pivotal role of cardiomyocyte TGF-β signaling in the murine pathological response to sustained pressure overload. J Clin Invest. 2011;121:2301–2312. doi: 10.1172/JCI44824 2153708010.1172/JCI44824PMC3104748

[21] LiYY, FengYQ, KadokamiT, McTiernanCF, DraviamR, WatkinsSC, et al Myocardial extracellular matrix remodeling in transgenic mice overexpressing tumor necrosis factor α can be modulated by anti-tumor necrosis factor α therapy. Proc Natl Acad Sci U S A. 2000;97:12746–12751. doi: 10.1073/pnas.97.23.12746 1107008810.1073/pnas.97.23.12746PMC18835

[22] ThomasCV, CokerML, ZellnerJL, HandyJR, CrumbleyAJ3rd, SpinaleFG. Increased matrix metalloproteinase activity and selective upregulation in LV myocardium from patients with end-stage dilated cardiomyopathy. Circulation. 1998;97:1708–1715. 959176510.1161/01.cir.97.17.1708

[23] PolyakovaV, HeinS, KostinS, ZiegelhoefferT, SchaperJ. Matrix metalloproteinases and their tissue inhibitors in pressure-overloaded human myocardium during heart failure progression. J Am Coll Cardiol. 2004;44:1609–1618. doi: 10.1016/j.jacc.2004.07.023 1548909310.1016/j.jacc.2004.07.023

[24] FuHY, OkadaK, LiaoY, TsukamotoO, IsomuraT, AsaiM, et al Ablation of C/EBP homologous protein attenuates endoplasmic reticulum-mediated apoptosis and cardiac dysfunction induced by pressure overload. Circulation. 2010;122:361–369 doi: 10.1161/CIRCULATIONAHA.109.917914 2062511210.1161/CIRCULATIONAHA.109.917914

[25] Ben MosbahI, Alfany-FernándezI, MartelC, ZaoualiMA, Bintanel-MorcilloM, RimolaA, et al Endoplasmic reticulum stress inhibition protects steatotic and non-steatotic livers in partial hepatectomy under ischemia–reperfusion. Cell Death Dis. 2010;1:e52 doi: 10.1038/cddis.2010.29 2136465710.1038/cddis.2010.29PMC3032561

[26] BaekHA, KimDS, ParkHS, JangKY, KangMJ, LeeDG, et al Involvement of endoplasmic reticulum stress in myofibroblastic differentiation of lung fibroblasts. Am J Respir Cell Mol Biol. 2012;46:731–739. doi: 10.1165/rcmb.2011-0121OC 2185268510.1165/rcmb.2011-0121OC

[27] DrackAV, DumitrescuAV, BhattaraiS, GratieD, StoneEM, MullinsR, et al TUDCA slows retinal degeneration in two different mouse models of retinitis pigmentosa and prevents obesity in Bardet-Biedl syndrome type 1 mice. Invest Ophthalmol Vis Sci. 2012;53:100–106. doi: 10.1167/iovs.11-8544 2211007710.1167/iovs.11-8544PMC3292352

[28] LoAC, Callaerts-VeghZ, NunesAF, RodriguesCM, D'HoogeR. Tauroursodeoxycholic acid (TUDCA) supplementation prevents cognitive impairment and amyloid deposition in APP/PS1 mice. Neurobiol Dis. 2013;50:21–29. doi: 10.1016/j.nbd.2012.09.003 2297473310.1016/j.nbd.2012.09.003

[29] VettorazziaJF, RibeiroRA, BorckPC, BrancoRC, SorianoS, MerinoB, et al The bile acid TUDCA increases glucose-induced insulin secretion via the cAMP/PKA pathway in pancreatic beta cells. Metabolism. 2016;65:54–63.10.1016/j.metabol.2015.10.02126892516

[30] TurdiS, HuN, RenJ. Tauroursodeoxycholic acid mitigates high fat diet-induced cardiomyocyte contractile and intracellular Ca 2+ anomalies. PLoS One. 2013;8:e63615 doi: 10.1371/journal.pone.0063615 2366764710.1371/journal.pone.0063615PMC3647067

[31] RivardAL, SteerCJ, KrenBT, RodriguesCM, CastroRE, BiancoRW, et al Administration of tauroursodeoxycholic acid (TUDCA) reduces apoptosis following myocardial infarction in rat. Am J Chin Med. 2007;35:279–295. doi: 10.1142/S0192415X07004813 1743636810.1142/S0192415X07004813

[32] DingW, WangB, ZhangM, GuY. Involvement of Endoplasmic Reticulum Stress in Uremic Cardiomyopathy: Protective Effects of Tauroursodeoxycholic Acid. Cell Physiol Biochem. 2016;38:141–152. doi: 10.1159/000438616 2676526210.1159/000438616

[33] HamadaH, SuzukiM, YuasaS, MimuraN, ShinozukaN, TakadaY, et al Dilated cardiomyopathy caused by aberrant endoplasmic reticulum quality control in mutant KDEL receptor transgenic mice. Mol Cell Biol. 2004;24:8007–8017. doi: 10.1128/MCB.24.18.8007-8017.2004 1534006310.1128/MCB.24.18.8007-8017.2004PMC515036

[34] RosenkranzS, FleschM, AmannK, HaeuselerC, KilterH, SeelandU, et al Alterations of β-adrenergic signaling and cardiac hypertrophy in transgenic mice overexpressing TGF-β1. Am J Physiol Heart Circ Physiol. 2002;283:H1253–H1262. doi: 10.1152/ajpheart.00578.2001 1218115710.1152/ajpheart.00578.2001

[35] KuwaharaF, KaiH, TokudaK, KaiM, TakeshitaA, EgashiraK, et al Transforming growth factor-β function blocking prevents myocardial fibrosis and diastolic dysfunction in pressure-overloaded rats. Circulation. 2002;106:130–135. 1209378210.1161/01.cir.0000020689.12472.e0

[36] NakajimaH, NakajimaHO, SalcherO, DittièAS, DembowskyK, JingS, et al Atrial but not ventricular fibrosis in mice expressing a mutant transforming growth factor-β1 transgene in the heart. Circ Res. 2000;86:571–579. 1072041910.1161/01.res.86.5.571

[37] FinckenbergP, InkinenK, AhonenJ, MerastoS, LouhelainenM, VapaataloH, et al Angiotensin II induces connective tissue growth factor gene expression via calcineurin-dependent pathways. Am J Pathol. 2003;163:355–366. doi: 10.1016/S0002-9440(10)63659-0 1281904010.1016/S0002-9440(10)63659-0PMC1868168

[38] HeZ, WayKJ, ArikawaE, ChouE, OplandDM, ClermontA, et al Differential regulation of angiotensin II-induced expression of connective tissue growth factor by protein kinase C isoforms in the myocardium. J Biol Chem. 2005;280:15719–15726. doi: 10.1074/jbc.M413493200 1569904010.1074/jbc.M413493200

[39] DixonIM, JuH, ReidNL, Scammell-La FleurT, WernerJP, JasminG. Cardiac collagen remodeling in the cardiomyopathic Syrian hamster and the effect of losartan. J Mol Cell Cardiol. 1997;29:1837–1850. doi: 10.1006/jmcc.1997.0420 923613810.1006/jmcc.1997.0420

[40] CowanKN, JonesPL, RabinovitchM. Regression of hypertrophied rat pulmonary arteries in organ culture is associated with suppression of proteolytic activity, inhibition of tenascin-C, and smooth muscle cell apoptosis. Circ Res. 1999;84:1223–1233. 1034709710.1161/01.res.84.10.1223

[41] ZhouLY, LiuJP, WangK, GaoJ, DingSL, JiaoJQ, et al Mitochondrial function in cardiac hypertrophy. Int J Cardiol. 2013;167:1118–1125. doi: 10.1016/j.ijcard.2012.09.082 2304443010.1016/j.ijcard.2012.09.082

[42] XieQ, KhaoustovVI, ChungCC, SohnJ, KrishnanB, LewisDE, et al Effect of tauroursodeoxycholic acid on endoplasmic reticulum stress–induced caspase‐12 activation. Hepatology. 2002;36:592–601. doi: 10.1053/jhep.2002.35441 1219865110.1053/jhep.2002.35441

# Supplementary material for: Tauroursodeoxycholic acid (TUDCA) attenuates pressure overload-induced cardiac remodeling by reducing endoplasmic reticulum stress
**Source:** PLoS One. 2017 Apr 20;12(4):e0176071. doi: 10.1371/journal.pone.0176071
**Supplement:** S1 File

**Supporting Information**

**Material and Methods**

**Transverse Aortic Constriction (TAC) and Administration of TUDCA**

This study was performed using male mice of 8-10 weeks of age (25–27 g). Briefly the animals were anesthetized and were ventilated with a tidal volume of 0.1 ml and a respiratory rate of 120 breaths per minute (Harvard Apparatus, Cambridge, MA, USA). A longitudinal incision was made on the sternum to visualize the aortic arch. A ligation was made between the innominate and left common carotid arteries with an overlaid 27-gauge needle, and then the needle was removed leaving a constriction. Animals undergoing the sham operation (the same procedure without constriction) were considered the control group.

**Western Blot Analysis**

Whole heart lysates were obtained by solubilizing cardiac tissue with RIPA buffer (50 mM Tris–HCl (pH 7.4), 150 mM NaCl, 1% NP-40, 0.5% Sodium deoxycholate and protease inhibitor cocktail). Protein concentrations were evaluated using the BCA protein assay kit (Pierce, Rockford, IL, USA). A total of 50 μg of heart tissue lysate was separated by SDS-PAGE and transferred to a polyvinylidene difluoride membrane (PVDF, EMD Millipore Corp. Billerica, MA, USA). The membranes were blocked with 5% skim milk in TBST (pH 7.4) at room temperature for 1 h. The membranes were then incubated with antibodies against p-PERK (Santa Cruz), PERK (Cell Signaling), cleaved caspase3 (Cell Signaling), Smad2/3 (Cell Signaling), p-Smad3 (Cell Signaling), TGF-β (Cell Signaling), p-eIF2α (ser51) (Cell Signaling), eIF2α (Santa Cruz), KDEL (Abcam), CHOP (Cell Signaling) and α-Tubulin (Santa Cruz). The blots were exposed to primary antibody overnight at 4 ̊C. The membranes were incubated with a secondary antibody conjugated to horseradish peroxidase (HRP) (Jackson ImmunoResearch, West Grove, PA, USA) at room temperature for 1 h. The intensity of the signal was detected using an ImageQuant LAS 4000 mini (GE Healthcare Bio-Sciences Chicago, IL, USA) and a SuperSignal West Pico Chemiluminescence Kit (Thermo Fisher Scientific). The protein band intensities were analyzed by ImageJ software (NIH).

**Primary Cell Culture and Immunocytochemistry**

Neonatal rat ventricular myocytes (NRVMs) were isolated using neonatal cardiomyocyte isolation system (Worthington), according to the manufacturer’s instructions. Cardiomyocytes were cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% FBS (GIBCO, Life Technologies, USA).

Cardiomyocytes were cultured in serum-free medium for at least 24 h and then treated with 100 µM phenylephrine (PE) with or without 300 µM TUDCA for 24 h. The cells were then fixed with 4% paraformaldehyde for 10 min, permeabilized with 0.5% Triton X-100 in PBS for 5 min, and blocked by incubation with 5% bovine serum albumin (BSA) for 1 h at room temperature. The cells were incubated with anti-α actinin antibody (Sigma-Aldrich) and further incubated with Alexa 488-conjugated anti-mouse immunoglobulin (Jackson ImmunoResearch). Immunofluorescence was analyzed using an LSM-700 confocal microscope (Carl Zeiss Inc., Oberkochen, Germany).

**Table A. List of primer sequences used for RT-PCR in the study**

| **Gene Name** | **Forward** | **Reverse** |
| --- | --- | --- |
| ANF | 5′ACCTGCTAGACCACCTGGAGG3′ | 5′GCTGTTATCTTCGGTACCGG3′ |
| BNP | 5’AGGGAGAACACGGCATCATT3’ | 5’GACAGCACCTTCAGGAGAT3’ |
| Collagen1α1 | 5’CGAAGGCAACAGTCGCTTCA3’ | 5’GGTCTTGGTGGTTTTGTATTCGAT3’ |
| Collagen3α1 | 5’GTCCACGAGGTGACAAAGGT3’ | 5’GATGCCCACTTGTTCCATCT3’ |
| β-actin | 5’CACACTGTGCCCATCTACGA3’ | 5’CCATCTCCTGCTCGAAGTCT3’ |
| MMP2 | 5’CCCCGATCTACACCTACACCAAGAAC3’ | 5’CATTCCAGGAGTCTGCGATGAGC3’ |
| CTGF | 5’GGGCCTCTTCTGCGATTTC3’ | 5’ATCCAGGCAAGTGCATTGGTA3’ |
| TGF-β2 | 5’AGCGCTACATCGATAGCAAG3’ | 5’TCCTGTCTTTGTGGTGAAGC3’ |
| MMP9 | 5’TAGTGAGAGACTCTACACGG3’ | 5’CCACTTCTTGTCAGTGTCGA3’ |
| Nox4 | 5’GAAGATTTGCCTGGAAGAACC3’ | 5’AGGTTTGTTGCTCCTGATGC3’ |
| α-ska | 5’TCAGGCGGTGCTGTCTCTCT3’ | 5’TCCCCAGAATCCAACACGAT3’ |
| TGF-β1 | 5’CAACAATTCCTGGCGTTACCTTGG3’ | 5’GAAAGCCCTGTATTCCGTCTCCTT3’ |

**Table B. Echocardiographic data derived from the different experimental animal groups**

|  | Veh-Sham  (n = 5) | Veh-TAC  (n = 7) | TUDCA-Sham  (n = 4) | TUDCA-TAC  (n = 9) |
| --- | --- | --- | --- | --- |
| FS (%) | 39.59 ± 2.18 | 28.60 ± 1.19** | 37.76 ± 1.91 | 35.74 ± 0.99^##^ |
| EF (%) | 76.55 ± 2.43 | 61.94 ± 1.83** | 74.54 ± 2.34 | 72.04 ± 1.37^##^ |
| IVSs (cm) | 0.106 ± 0.006 | 0.094 ± 0.002 | 0.095 ± 0.002 | 0.107 ± 0.002 |
| LVIDd (cm) | 0.316 ± 0.011 | 0.381 ± 0.017* | 0.325 ± 0.022 | 0.322 ± 0.015^#^ |
| LVIDs (cm) | 0.192 ± 0.123 | 0.272 ± 0.014** | 0.202 ± 0.018 | 0.206 ± 0.012^##^ |
| IVSd (cm) | 0.072 ± 0.005 | 0.071 ± 0.001 | 0.067 ± 0.004 | 0.081 ± 0.002 |
| Heart rate (bpm) | 219.0 ± 9.64 | 195.33 ± 9.29 | 222.5 ± 7.84 | 197.37 ± 5.96 |
| Rectal temperature (◦C) | 32.42 ± 0.52 | 31.94 ± 0.38 | 31.95 ± 0.66 | 32.14 ± 0.35 |

Echocardiographic parameters obtained from the different animal groups (Veh-Sham, Veh-TAC, TUDCA-Sham and TUDCA-TAC) after 4 weeks of TUDCA administration. FS, fractional shortening; EF, ejection fraction; IVSd, interventricular septal thickness at diastole; LVIDd, left ventricular internal dimension diastole; LVIDs, left ventricular internal dimension systole; IVSs, interventricular septal thickness at systole. All data are shown as means ± SE (* *P* < 0.05, ** *P* < 0.01 vs. Veh-Sham, # *P* < 0.05, ## *P* < 0.01 vs. Veh-TAC).

**Table C. Biometrics for the experimental animal groups with or without oral treatment of TUDCA for 4 weeks at the dose of 300 mg/kg BW**

|  | Veh-Sham  (n = 5) | Veh-TAC  (n = 6) | TUDCA-Sham  (n = 7) | TUDCA-TAC  (n = 8) |
| --- | --- | --- | --- | --- |
| Body Weight (g) | 28.534 ± 0.990 | 29.633 ± 0.935 | 28.128 ± 0.608 | 27.812 ± 0.757 |
| Heart Weight (g) | 0.137 ± 0.005 | 0.222 ± 0.15** | 0.121 ± 0.006 | 0.146 ± 0.007^##^ |
| HW/BW (mg/g) | 4.847 ± 0.283 | 7.53 ± 0.558** | 4.295 ± 0.171 | 5.24 ± 0.137^##^ |
| Liver Weight (g) | 1.501 ± 0.081 | 1.533 ± 0.089 | 1.319 ± 0.067 | 1.303 ± 0.060 |
| LW/BW (mg/g) | 52.571 ± 1.829 | 52.094 ± 3.943 | 46.805 ± 1.711 | 46.751 ± 1.448 |
| Kidney Weight (g) | 0.42 ± 0.029 | 0.403 ± 0.012 | 0.361 ± 0.027 | 0.344 ± 0.012 |
| KW/BW (mg/kg) | 14.642 ± 0.587 | 13.724 ± 0.864 | 12.885 ± 0.984 | 12.42 ± 0.469 |
| lung weight (g) | 0.194 ± 0.005 | 0.234 ± 0.023 | 0.191 ± 0.006 | 0.191 ± 0.008 |
| Lung weight/BW (mg/g) | 6.840 ± 0.262 | 7.985 ± 1.836 | 6.795 ± 0.219 | 6.893 ± 0.430 |

All data are shown as mean ± SE (* *P* < 0.05, ** *P* < 0.01 vs. Veh-Sham, # *P* < 0.05, ## *P* < 0.01 vs. Veh-TAC).

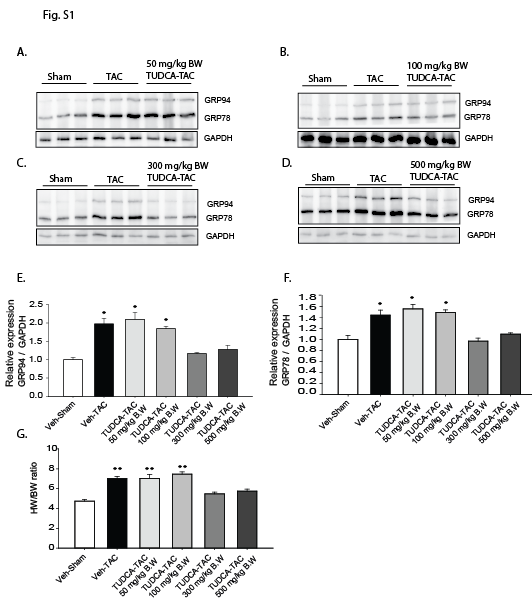

**Figure A. Preliminary evaluation for dose-dependence of tauroursodeoxycholic acid (TUDCA) administration on ERS markers.** (A-F) TUDCA was orally fed at the onset of TAC using different doses for 1 week. The hearts were then evaluated for ERS marker GRP78 and GRP 94 (*n* = 3). (G) HW/BW ratio of the different experimental animal groups (*n* = 4 ­-7). All data are shown as mean ± SE (* P < 0.05, **P < 0.01 vs Veh Sham).

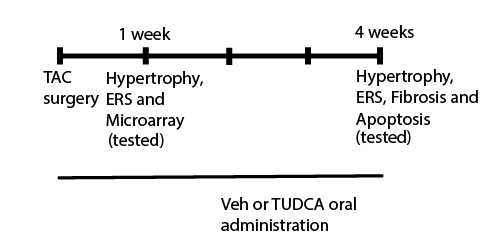

**Figure B. Timelines of the experimental protocols which were conducted.**

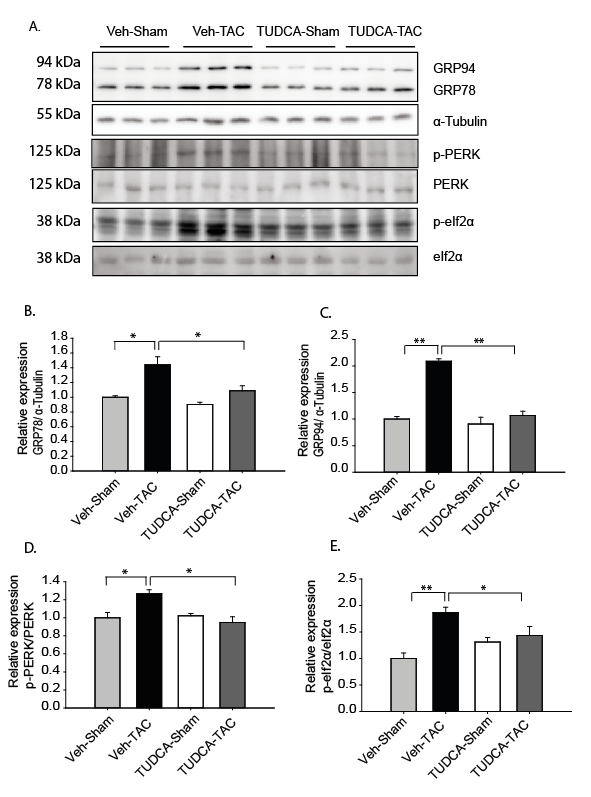

**Figure C. Tauroursodeoxycholic acid (TUDCA) attenuated endoplasmic reticulum stress (ERS) responses in transverse aortic constriction (TAC)-induced hypertrophic hearts (1 week).** (A) Expression levels of the chaperone proteins GRP78 and GRP94 and ERS signaling pathway proteins p-PERK and p-eIF2α at 1 week after TAC. (B-E) Relative expression levels of the GRP78, GRP94, p-PERK and p-eIF2α. All data are shown as mean ± SE (* P < 0.05, **P < 0.01)

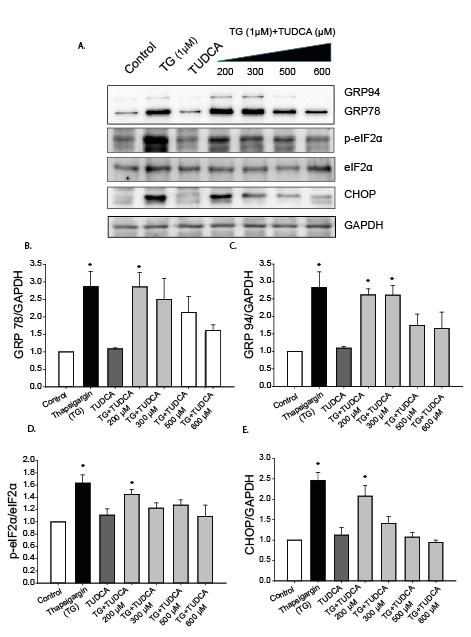

**Figure D. TUDCA protects cardiomyocytes against ER stress** (A) Expression of ERS signaling molecules during thapsigargin (TG) (1µM) induced ERS in NRVM with increasing concentration of TUDCA after 24hrs (* P < 0.05 Vs. control)

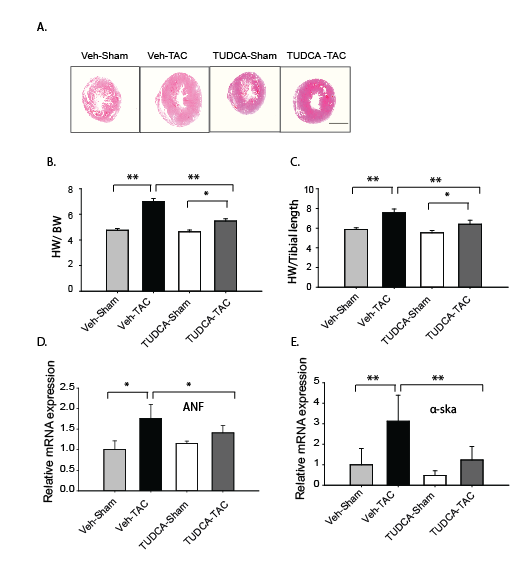

**Figure E. Tauroursodeoxycholic acid (TUDCA) administration reduced hypertrophy in transverse aortic constriction (TAC)-induced hypertrophic hearts (1 week).** (A) Representative images of whole-heart cross sections obtained by microscopic analysis (hematoxylin-eosin stain) (scale bar = 2mm). (B, C) Ratios of heart weight (HW)/ body weight (BW) and HW to tibial length as a result of following 1 week TAC and TUDCA administration. (*n* = 4 - 7) (D–E) Transcription levels of *ANF* and *α-SKA* were evaluated by quantitative reverse transcription-polymerase chain reaction using hearts of the sham- and TAC-operated mice after administration of Veh or TUDCA (*n* = 3). All data are shown as mean ± SE (* P < 0.05, **P < 0.01)

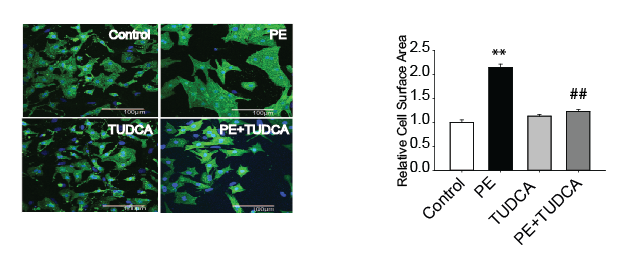

**Figure F: Immunofluorescence image showing the cell sizes of neonatal rat ventricular myocytes** (NRVMs) treated with 100 μM phenylephrine (PE) in the presence or absence of 300 μM TUDCA. All data are shown as mean ± SE (** P < 0.01, vs. Control, ## P < 0.01, vs. PE). Fold increase of cell surface area in the immunofluorescence results. (*n* = 100 cells for each group) (scale bar = 100 µm).

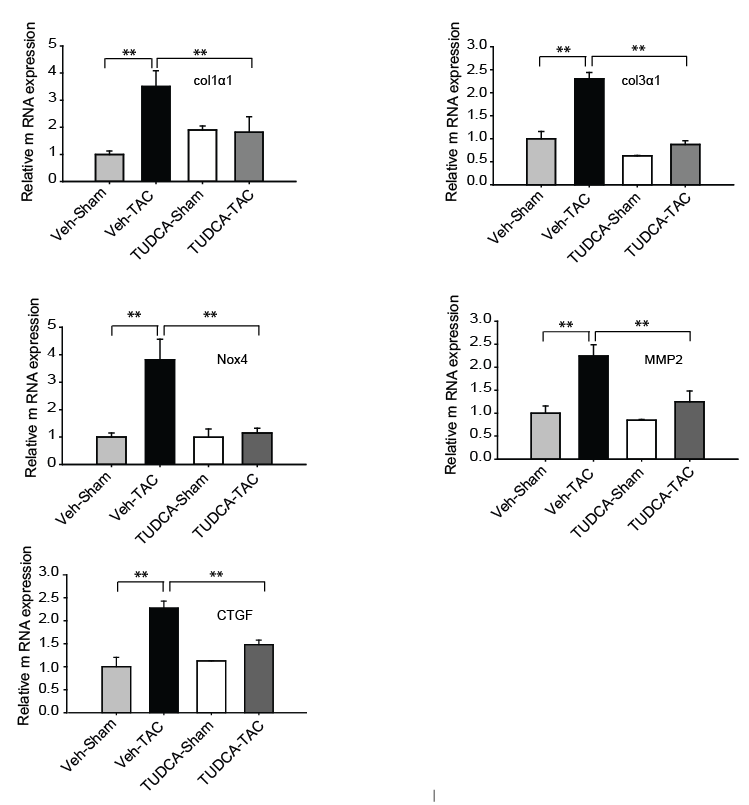
**Figure G. Confirmation of the microarray data with transcript levels of genes evaluated by qRT-PCR after 1 week TAC (* P < 0.05, ** P < 0.01, n = 3).**

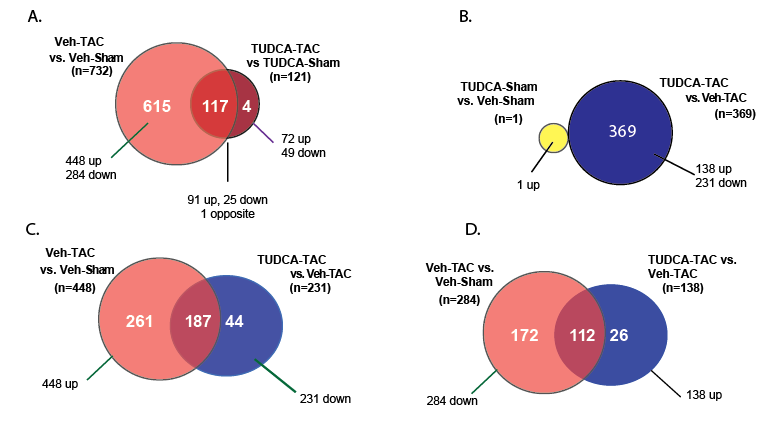

**Figure H. (A) Venn diagrams showing the number of DEGs in Veh-TAC vs. Veh Sham (n = 732) and TUDCA-TAC vs. TUDCA-Sham (n = 121) that were either unique or overlapping in each indicated group.** (B) Venn diagram showing the number of DEGs in TUDCA-Sham vs. Veh-Sham (n = 1) and TUDCA-TAC vs. Veh-TAC (n = 369). (C) Venn diagram showing the number of DEGs upregulated in Veh-TAC (n = 448), but normalized in TUDCA-TAC (n = 187), and (D) Venn diagram showing the number of DEGs down regulated in Veh-TAC (n = 284), but normalized in TUDCA-TAC (n = 112).

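The Venn diagrams compare lists of DEGs, and the TUDCA-Sham hearts show what TUDCA does without pressure overload. Between the TUDCA-Sham and Veh-Sham groups no gene passed an adjusted p of 0.05 in limma (0 genes, smallest adjusted p 0.502), 204 had an unadjusted p under 0.05, and 59 passed the threshold for DEGs. The number of genes at that threshold was 6 with the authors' normalized table. It was 97 without Veh-Sham replicate 1, 103 without Veh-Sham replicate 3, 97 without TUDCA-Sham replicate 1 and 104 without TUDCA-Sham replicate 3. Between the TUDCA-TAC and Veh-TAC groups 967 genes passed that threshold, 413 higher and 554 lower (340 genes with the authors' normalized table). At an adjusted p under 0.05 there were 1369, with 419 left without Veh-TAC replicate 2, 661 without Veh-TAC replicate 3 and 0 with the background level of the arrays as a term, a setting chosen after the data were seen. With TAC in both treatments 185 genes were higher and 66 lower at the threshold for DEGs, where unrelated lists would share 25.6 and 20.9, and 3 genes moved in opposite directions.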

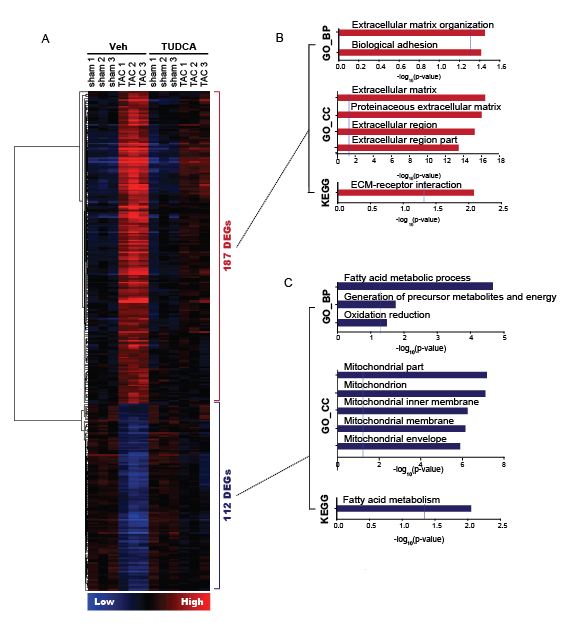

**Figure I. (A) Hierarchical clustering of DEGs significantly altered in the Veh-TAC and TUDCA-TAC groups** (refer to the legend to Figure H (C, D)). The heat map displays the number of upregulated (187, red) and downregulated (112, blue) genes. (B, C) The results are from the pathway enrichment analysis of Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) using the DEGs. Enrichment of GO and KEGG pathway was performed using DAVID bioinformatics resources 6.7 (<https://david.ncifcrf.gov/)>. Horizontal lines display cutoff for significance of (-log_10_ [*p*-value]) with Benjamini-Hochberg correction.

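Enrichment analysis asks whether a list of DEGs holds more genes of a function than a random list would. A shift test over all measured genes asks the related question of whether the genes of a function move together, and needs no threshold for DEGs. The Gene Ontology and KEGG annotations were not used here, and Reactome sets stood in for them. Between TUDCA-TAC and TUDCA-Sham hearts 49 of the sets shifted at the preset correlation of 0.01, 29 up and 20 down, and none with an estimated correlation. The responses to TAC differed for 17 sets, 8 with a more positive and 9 with a more negative response with TUDCA, and for none with an estimated correlation. Without Veh-TAC replicate 2 this number was 4, and without TUDCA-Sham replicate 3 it was 10. Among the sets with a more positive response was mitochondrial fatty acid beta-oxidation, with 12 measured genes (adjusted p = 0.0283, and 1.00 with an estimated correlation). Among those with a more negative response was collagen degradation, with 29 measured genes (adjusted p = 0.00286, and 1.00 with an estimated correlation).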

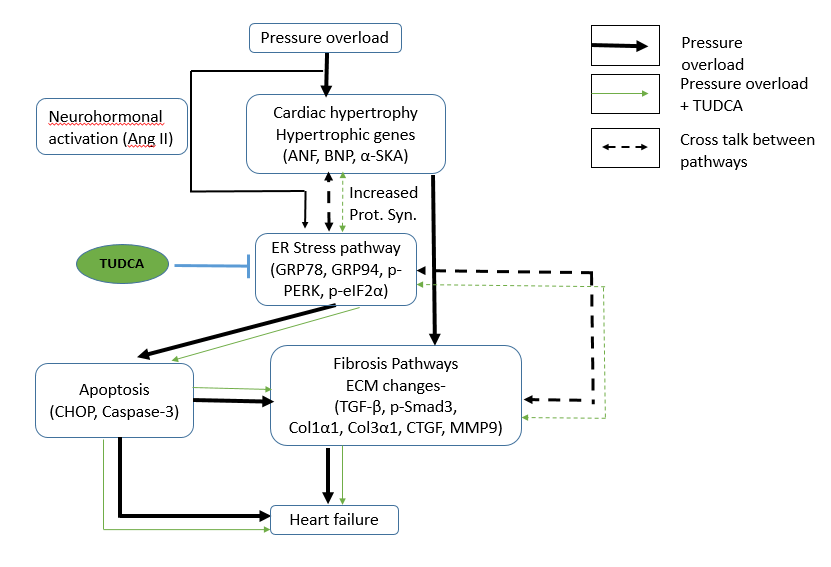

**Figure J. Schematic diagram depicting pressure overload–induced cellular events, which lead to intracellular ERS, and cardiac remodeling.** To the best of our knowledge, ERS and cardiac hypertrophy pathways cross talk in a reciprocal manner. Prolonged activation of ERS results in cardiac remodeling by inducing cardiomyocyte apoptosis, fibrosis, and eventually heart failure. TUDCA, as a chemical chaperone, inhibits ERS and there by protects the heart from pathological remodeling**.**

How the deposited data were processed for this re-analysis (not part of the article)

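The data came from whole hearts of male C57BL/6 mice taken 1 week after surgery, 13 hearts in all, each on an array of its own. The groups were Veh-Sham (3 hearts), Veh-TAC (3), TUDCA-Sham (3) and TUDCA-TAC (4), with TUDCA at 300 mg/kg per day. The authors labelled total RNA and hybridized it to Illumina MouseRef-8 v2 arrays, and extracted the values with GenomeStudio v2011.1.

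The authors deposited a table of raw mean bead intensity for 25697 probes on each array, with neither background subtraction nor normalization. Beside each intensity the authors deposited a detection p-value, which compares the probe with negative control beads of the same array. The authors also deposited a normalized table of log2 values for 11732 probes. Checked against the raw table, these values equal the log2 intensities after quantile normalization across the 13 arrays without background subtraction, to within 0.0156. They cover exactly the probes with a detection p-value under 0.05 on at least 8 arrays, the highest number among the other probes being 7. The normalization, the filter and the test behind the DEGs are not given in the sources used here, apart from a statistics section for the whole article that names ANOVA with Bonferroni correction or Student's t-test.

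Values were computed from the raw intensities and detection p-values. Background was removed with the normexp method of limma 3.58.1 in R 4.3.3, with the distribution of the negative controls inferred from the detection p-values and an offset of 16, followed by quantile normalization and log2. The 13557 probes with a detection p-value under 0.05 on at least 3 arrays were kept. The table of probe genes gave a symbol to 11078 of them, all within the normalized table; 654 probes of that table carried none. By Entrez number 11075 of these probes were found in the RefSeq table of GRCm38.p6, which changed 0 symbols. The probe with the highest mean stood for each gene, which left 8336 genes, of which 2063 had more than 1 probe. Each of the 8336 genes thus rests on a probe detected on at least 8 arrays, and the limit of 3 arrays mattered only for probes without a symbol. Genes known only from probes without a symbol were not analysed here by name.

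A means model of the 4 groups was fitted to all 13 arrays with limma and moderated by eBayes without trend. The comparisons were Veh-TAC against Veh-Sham, TUDCA-TAC against TUDCA-Sham, TUDCA-TAC against Veh-TAC, TUDCA-Sham against Veh-Sham, and the difference between the responses to TAC. P-values were adjusted over the 8336 genes by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05, and the threshold for DEGs of the article (over 1.5-fold and p under 0.05, unadjusted) was applied beside it. The ratio of responses was the covariance over all genes of the responses with TUDCA and with vehicle, divided by the variance of the response with vehicle less its mean squared standard error. The TAC score of an array used the genes called between the Veh-TAC and Veh-Sham groups, and since those arrays chose the genes, the score of the Veh-TAC hearts is raised by that choice.

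Genes were gathered in 33 lists for functions and cell types, of which those with at least 5 measured genes were tested with limma's camera at a preset correlation of 0.01. Camera with an estimated correlation and fry stood beside it. Reactome sets from fgsea 1.28.0 with 10 to 300 measured genes were tested in the same way. List tests of TUDCA-TAC against Veh-TAC, and Reactome tests of TUDCA-TAC against TUDCA-Sham, were added to the planned comparisons later. Lists of ribosomal protein genes and of long transcripts were written after the principal components had been seen. They are used in the closing section, and the ribosomal protein genes also beside oxidative phosphorylation with TUDCA. Genes are named by a rule: each gene the article names for its mRNA or protein, except an item that is not reported here; the 10 with the largest rise and the 10 with the largest fall among called genes, for the responses to TAC in either treatment with no overlap between the groups, and for the difference of responses; and up to 2 rising and 2 falling members of each list, by the smallest p.

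Signal over background, taken as the 90th over the 25th percentile of raw intensity, was 6.49 to 19.3, and 11647 to 12791 probes were detected on each array. Transcripts of the Y chromosome gene Eif2s3y were detected on 13 of 13 arrays, and the highest correlation between arrays was 0.991. Nppa lay within 10% of the highest intensity on 13 arrays, so its fold change is not given; this also held for Acta1 on 3 Veh-TAC and 3 TUDCA-TAC arrays, for Nppb on 3 Veh-TAC arrays and for Ankrd1 on 2 Veh-TAC arrays, where folds are understated.

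The analysis was tested on simulated data with the spread of the real arrays, in which 200 of 8336 genes were changed. Between the Veh-TAC and Veh-Sham groups 29 of 67 genes changed 1.5-fold, 52 of 67 changed 2-fold and 63 of 66 changed 3-fold were called, with 10 of 8136 unchanged genes. Between the TUDCA-TAC and TUDCA-Sham groups, with a response of 0.5 times that size on the log2 scale, 1, 13 and 31 of these were called, with 4 unchanged genes. For the difference of responses 0 genes of either kind were called by limma, so small sets of such genes are easily missed. The ratio of 0.4 was recovered as 0.396. A list made to fall was called, as 1 of 1, and 0 of 28 unchanged lists were called. The genes were drawn independently of each other, so this is no check of false calls among genes that move together. Other splits of the real hearts shifted up to 17 lists.

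The processing was varied as planned: the normalized table, no background subtraction, an offset of 50, median centring, no filter, a filter at a detection p-value under 0.01 on every array of a group, every probe on its own, fits of the compared groups alone, array weights, a trended and robust variance prior, the replicate number of the labels as a replicate block (which takes TUDCA-TAC replicate 4, alone in its block, out of the comparisons), each array left out in turn, Student's t-test, a combined threshold, and other estimates of the score, the ratio and the list tests. The replicate numbers come from the sample labels, and nothing in the sources used here says that hearts with the same number were paired. Other splits of the hearts were counted in full for 2 groups and drawn 100 times for the difference of responses, which was also counted in full with only the sham or only the TAC hearts exchanged. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with pandas 2.3.3 and numpy 2.4.6. Gene Ontology, KEGG and Ingenuity annotations were not used here.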

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

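The tests of 1 factor for all genes, of the background level, of a mislabelled heart, of long transcripts and of the share of cardiomyocytes were chosen after the result was seen, as were the settings with the background level as a term or without TUDCA-TAC replicates 3 and 4, the sorting of lists by whether the paper names their function, and the splits that exchanged only the sham or only the TAC hearts; the test of oxidative phosphorylation against ribosomal protein genes and the other splits of the hearts were written down before their results were seen.

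The response to TAC was smaller with TUDCA, with a ratio of 0.391 over all genes and 178 genes whose responses differed by limma's test of the difference. A factor that shrinks every fold change alike would shrink 2 lists by the same share. Examples are a lower signal or a weaker constriction acting evenly on all genes. The cell cycle list less the macrophage list was higher by 0.54 (log2) in the TUDCA-TAC than in the Veh-TAC group. Each TUDCA-TAC heart (0.213 to 0.619) lay above each Veh-TAC heart (-0.269 to 0.0684). These values argue against such a factor for these 2 lists. The pair was chosen after the responses of its lists had been seen (TUDCA over vehicle, 1.05 for cell cycle and 0.206 for macrophages), so it is no independent test. The background level of the arrays cannot be told apart from the TUDCA-TAC group: the mean TAC score of the TUDCA-TAC hearts was 0.357 with the level as a term, far below 1, but the TUDCA-Sham group is the only one with hearts of both levels, and replicate 3 its only dimmer heart, so the term rests on 1 heart and this value excludes nothing. A constriction that differed between the groups and acted unevenly on the genes was not tested and stays open. An effect of TUDCA on only part of the response, larger for macrophage and matrix genes than for cell cycle genes, stays open as a biological hypothesis.

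TUDCA-TAC replicate 4 stood apart from the 3 other hearts of its group in raw median intensity (229, against a mean of 301), 25th percentile (164, against 265), 90th percentile (3169, against 2127) and the ratio of the last 2 (19.3, against 8.02), which are 4 of 11 array measures compared. A sham heart under a wrong label is argued against, since the collagen list lay 1.10 (log2) above the Veh-Sham mean on this array and the 6 sham hearts ranged from -0.329 to 0.206. A shift between short and long transcripts, from RNA quality or labelling, is a candidate explanation: long transcripts less ribosomal protein genes gave 0.843 on this array, above each of the 12 others. TUDCA-TAC replicate 3 came next at 0.78, so this shift would be shared with a heart whose intensities were not apart, and the list of long transcripts was drawn after the principal components were seen. A difference between the animals was not tested and stays open.

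Genes of oxidative phosphorylation fell with TAC in vehicle-treated hearts. A shift between short and long transcripts is argued against, since these genes fell relative to the ribosomal protein genes, whose transcripts are also short, by a log2 value of -0.273, and each Veh-TAC heart (-0.339 to -0.238) lay below each Veh-Sham heart (-0.0402 to 0.0456). A lower share of cardiomyocytes was not excluded by the first test, the fall relative to ventricular cardiomyocyte genes (-0.214), because the Veh-TAC hearts (-0.378 to -0.0207) overlapped the Veh-Sham hearts (-0.126 to 0.169). A second test, chosen after the first had overlapped, argues against a lower share that raises every other cell type alike: macrophage less endothelial genes rose by 0.992, from -0.118 to 0.121 in Veh-Sham to 0.832 to 1.20 in Veh-TAC hearts. The ventricular cardiomyocyte list itself showed no clear fall, with a mean of -0.0519 in Veh-TAC hearts. Its Veh-TAC values (-0.152 to 0.00545) overlapped those of the Veh-Sham hearts (-0.116 to 0.0859). A gain of macrophages that dilutes the cardiomyocytes would lower this list too, and the overlap neither shows nor excludes it. A fall of the oxidative phosphorylation genes within cardiomyocytes under pressure overload, the biological explanation, stays open.

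A value counts as apart when the gap from 1 TUDCA-TAC heart to the nearest of the others is above Dixon's 95% critical value for 4 samples, and chance sets about 1 in 20 groups apart. This held for 14 of 135 named genes and for 0 of 32 lists, and the genes are not independent of each other. On TUDCA-TAC replicate 4 the genes apart were Acta1 (14.45 on the log2 scale, against a mean of 16.02 in the 3 others), Angpt1 (10.22, 9.12), Col1a2 (9.04, 9.74), Gxylt2 (7.47, 7.93), Hey2 (7.42, 7.16), Meox1 (9.69, 10.67), Mfap5 (10.16, 11.84), Myl1 (14.59, 15.25), Nppb (14.67, 15.91), Smad2 (9.07, 9.33) and Upk3b (9.37, 7.58). On TUDCA-TAC replicate 3 they were Ccdc80 (11.90, 11.57), Col16a1 (10.97, 10.12) and Col6a1 (12.91, 12.47).

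A difference between the groups was marked wherever the test of the difference of responses passed an adjusted p of 0.05. The lists with a more negative response with TUDCA were the collagens (mean log2 difference -0.72), collagen processing and fibril organization (-0.51), other matrix proteins and matrix proteases (-0.80), hypertrophy and fetal programme (-0.57), fibroblasts (-0.67) and macrophages (-0.83). Those with a more positive response were calcium handling and potassium channels (0.47), fatty acid uptake and oxidation (0.50), the tricarboxylic acid cycle (0.26), oxidative phosphorylation (0.0948) and smooth muscle cells and pericytes (0.62). The hypertrophy list holds Nppa, Nppb, Acta1 and Ankrd1, near the top of the intensity range on some or all arrays, so its value is not exact. With the background level as a term, a setting chosen after the result was seen, all 11 lists kept their call at the preset correlation (adjusted p up to 0.0111 from camera). That term rests on 1 heart. With an estimated correlation each of these 11 calls was lost (0 lists passed). By fry the collagens, hypertrophy and fetal programme, calcium handling, the tricarboxylic acid cycle and oxidative phosphorylation did not pass either (adjusted p between 0.0506 and 0.383). At the preset correlation, with each array left out in turn, 9 of the 11 lists kept their call; the tricarboxylic acid cycle lost it without TUDCA-Sham replicate 3 (adjusted p = 0.0828), and oxidative phosphorylation lost it without Veh-Sham replicate 2, Veh-TAC replicate 2, TUDCA-Sham replicate 3, or TUDCA-TAC replicate 1 or 2 (adjusted p up to 0.246).

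Of the 35 named genes marked in this way, 7 kept their call with each array left out in turn: Nox4 (-2.62), Sfrp2 (-2.75), Ptn (-2.60), Gxylt2 (-1.89), Mdk (-1.87), Mfap2 (-1.70) and Srrm4 (1.51). The other 28 lost it without at least 1 array: Col3a1 (-1.85), Matn4 (-2.63), C1qtnf3 (-2.39), Mt2 (-1.92), Lox (-1.84), Col1a2 (-1.75), Ctsk (-1.70), Tgif1 (-0.95), Casp1 (-0.76), Itgbl1 (-1.78), Itgb5 (-1.01), Pdgfrl (-1.70), Ddah1 (-1.63), Fcgr2b (-0.98) and Lgals3 (-1.50), with a more negative response, and Sh3gl2 (1.88), Ano10 (1.77), Ces1d (1.68), Ky (1.68), Scn4b (1.51), Btbd11 (1.45), Tnfrsf19 (1.44), Itgb6 (1.42), Camk2a (1.37), Acot1 (1.32), Decr1 (0.74), Idh3a (0.66) and Mcm2 (1.05), with a more positive one. Tgif1 lost it without any 1 of the 13 arrays and Casp1 without any 1 of 11. The highest adjusted p among them was 0.144, for Ddah1 with an array left out. Srrm4 and Tnfrsf19 were not above background on any Veh-TAC array, nor Matn4 on 2 of 3 Veh-Sham arrays and 1 TUDCA-Sham array, nor C1qtnf3 on 1 TUDCA-Sham array, so the values of these 4 genes are not exact. With the background level as a term 0 of the 35 passed in limma. Without that term 1635 of all genes had an unadjusted p under 0.05. All 35 kept their direction with the term (Ptn -2.88, Nox4 -2.41, C1qtnf3 -1.73), which rests on 1 heart. The number of genes over all 8336 was 22 without Veh-Sham replicate 1, 22 without replicate 2 and 12 without replicate 3; 401, 12 and 8 without Veh-TAC replicates 1, 2 and 3; 70, 11 and 34 without TUDCA-Sham replicates 1, 2 and 3; and 76, 37, 165 and 94 without TUDCA-TAC replicates 1, 2, 3 and 4.

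Signals in data the paper does not report on came from probes outside the normalized table and from some lists. No term of the paper names the function of these lists, apart from the fibroblasts, since the paper lists cardiac fibrosis. Of the 1825 probes outside the table, 192 (10.5%) differed between the Veh-TAC and Veh-Sham groups at an adjusted p under 0.05 over 13557 probes. Of these, 159 were higher and 33 lower. Within the table 2491 of 11732 (21.2%) differed, 1214 higher and 1277 lower. The probes outside are those detected on 3 to 7 arrays, so the filter favours probes detected in some groups only, and their excess of rises tests nothing. In the same comparison the markers of macrophages shifted by a mean log2 fold change of 1.04 (24 of 25 genes positive), those of fibroblasts by 1.00 (9 of 11), the interferon response by 0.55 (12 of 12) and calcium handling and potassium channels by -0.48 (11 of 14 negative), with adjusted p-values from camera of 1.31e-14, 0.000841, 0.00353 and 0.0254, and of 0.154, 0.189, 0.406 and 0.358 with an estimated correlation. The call of the calcium handling list was lost without Veh-Sham replicate 3 (mean -0.42, adjusted p = 0.0528) or without Veh-TAC replicate 1 (mean -0.45, adjusted p = 0.0807).

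Other splits of the same hearts tested each count. For Veh-TAC against Veh-Sham the 10 splits are too few for a share under 0.05: 2083 genes were called with the real groups and 0 at most with another split, 1498 against 252 passed the threshold for DEGs, and 14 against 17 lists shifted. For TUDCA-Sham against Veh-Sham they are too few as well, with 0 against 0 genes called by limma (204 at an unadjusted p under 0.05, and 0 by Student's t-test with the same adjustment) and 59 against 125 at the threshold for DEGs. For TUDCA-TAC against TUDCA-Sham the real groups ranked first of 35 splits for the genes called (149 against 141). They also ranked first for the threshold for DEGs (519 against 497). First of 35 is a share under 0.05 and the best rank this design allows, but the margins are narrow. It therefore argues only weakly against chance. The split that put TUDCA-TAC replicate 4 with the 3 TUDCA-Sham hearts gave the 141. For the lists (14 against 17) chance cannot be excluded. For TUDCA-TAC against Veh-TAC the real groups also ranked first of 35 splits for the genes called (1369 against 414). The same held for the threshold for DEGs (967 against 763), which argues against chance alone. For the difference of responses 3 of 100 splits, the real one included, called as many genes (178, highest other 508) and 3 gave as low a ratio (0.391, lowest other 0.340), and for the lists chance cannot be excluded (11 against 16, with 19 of 100 splits as high). Most of these splits broke up the TAC groups, so each part was also exchanged alone. With only the TAC hearts exchanged, the real groups ranked first of 35 splits (178 against 1 genes, and a ratio of 0.391 against 0.493). These exchanges leave the sham hearts in place, so they test the TAC groups alone. With only the sham hearts exchanged the 20 splits are too few for a share under 0.05, with 178 genes against 543 and a ratio of 0.391 against 0.331, and 9 of them called as many as the real one. The 508 and 543 genes came from splits that left the TAC hearts in their groups, and point to a structure of the samples whose cause was not tested.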

How the results depend on the processing

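The settings with the background level as a term, without TUDCA-TAC replicates 3 and 4, and with every probe and no filter were chosen after the result was seen; the others were planned. Unless a sentence says otherwise, the cause of a change was not tested. The ratio of responses lay between 0.326 and 0.433 and the mean TAC score of the TUDCA-TAC hearts between 0.323 and 0.421 with each array left out in turn, and under the other settings the ratio lay between 0.272 (median over the genes called) and 0.428 (the replicate number as a block, which also takes TUDCA-TAC replicate 4 out of the comparisons, and 0.433 without that array alone), and the score between 0.345 and 0.389. The genes called between the TUDCA-Sham and Veh-Sham groups numbered 0 in limma and by Student's t-test in each setting that gave a count (204 at an unadjusted p under 0.05). Turning off the filter removed no tested gene and so tests nothing. The slide as a block was not run, since the tables give no slides. With 6.49 to 19.3 for signal over background, folds of dim genes are understated.

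With the normalized table, made without background subtraction, the threshold for DEGs passed 655 genes for Veh-TAC against Veh-Sham, 117 for TUDCA-TAC against TUDCA-Sham, 340 for TUDCA-TAC against Veh-TAC and 6 for TUDCA-Sham against Veh-Sham, with overlaps of 177 and 103 genes, 277 genes called for the difference of responses and 26 Reactome sets for it. With no background subtraction these numbers were 656, 118, 340, 6, 178, 103, 279 and 26; background left in the signal makes folds smaller by construction. An offset of 50 left 20 genes for TUDCA-Sham against Veh-Sham at that threshold, and Student's t-test 25. Median centring called 232 genes for TUDCA-TAC against TUDCA-Sham and 900 for TUDCA-TAC against Veh-TAC.

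Counting every probe gave 2351, 896, 1466 and 143 at the threshold for DEGs in the order above, 92 probes for the difference of responses, and 72 Reactome sets for Veh-TAC against Veh-Sham and 31 for the difference. With no filter as well there were 2483, 971, 1532 and 203, 45 for the difference and an overlap of 597 for rising probes; more probes were tested than genes. Fits of the compared groups alone, with fewer samples, called 0 genes for TUDCA-TAC against TUDCA-Sham in limma (1382 at an unadjusted p under 0.05 in the fit of all groups) and 538 for TUDCA-TAC against Veh-TAC. Array weights called 431 genes for TUDCA-TAC against TUDCA-Sham, 2128 for TUDCA-TAC against Veh-TAC and 892 for the difference. A trended and robust variance prior gave 29 Reactome sets for the difference. The replicate number as a block called 804 genes for TUDCA-TAC against Veh-TAC and 89 for the difference; since TUDCA-TAC replicate 4 shares its number with no other heart, the block also takes it out of the comparisons, and without that array alone the numbers were 918 and 94; hearts correlated best with the heart of their own number in 0, 1, 2 and 2 of 3 cases over the 4 pairs of groups, and the block changed no other count of genes by over 1.5 times. Student's t-test with adjusted p-values called 906 genes for Veh-TAC against Veh-Sham, 0 for TUDCA-TAC against TUDCA-Sham and 1 for TUDCA-TAC against Veh-TAC. A limit of 1.5-fold beside the adjusted p, a stricter threshold, left 1318 and 774 genes for the first and last of these.

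An estimated correlation ended the call of each list, with 0 lists for Veh-TAC against Veh-Sham, 0 for TUDCA-TAC against TUDCA-Sham and 0 for the difference by camera, where fry called 7 for each of the last 2. With the background level as a term 0 genes were called for TUDCA-TAC against TUDCA-Sham, 0 for TUDCA-TAC against Veh-TAC and 0 for the difference in limma; 282 and 628 for the first 2 of these, and 104 for TUDCA-Sham against Veh-Sham, passed the threshold for DEGs, the overlap of falling genes was 166, and 29 Reactome sets differed. Without TUDCA-TAC replicates 3 and 4 there were 891 genes for TUDCA-TAC against Veh-TAC and 93 for the difference. In that setting the interferon response list, whose difference of responses did not pass with all arrays (mean -0.01, adjusted p = 0.977, direction up by camera), passed downward (mean -0.31, adjusted p = 0.0491). It also ended the calls of the difference for calcium handling (mean 0.32, adjusted p = 0.0648) and the tricarboxylic acid cycle (mean 0.13, adjusted p = 0.0976), and added integrins and adhesion (mean -0.25, adjusted p = 0.0491) and erythroid cells (mean 1.17, adjusted p = 0.0206).

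With each array left out in turn the genes called numbered 1205 to 2324 for Veh-TAC against Veh-Sham, 11 to 239 for TUDCA-TAC against TUDCA-Sham, 419 to 1332 for TUDCA-TAC against Veh-TAC and 8 to 401 for the difference, TUDCA-Sham against Veh-Sham had 57 to 104 genes at the threshold for DEGs, and 4 to 28 Reactome sets differed between the responses (4 without Veh-TAC replicate 2, 28 without Veh-TAC replicate 3, 26 without TUDCA-Sham replicate 1, 10 without TUDCA-Sham replicate 3 and 27 without TUDCA-TAC replicate 1). The lists shifted numbered 14 to 16, 11 to 17 and, for the difference, 9 to 12. Over named genes, settings and comparisons 4672 of 5355 values kept their direction and side of the threshold, 654 lost the call, 29 gained it and 0 reversed; for lists these were 2261 of 2404, 78, 64 and 1.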

Differences from the paper's values

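Each value in this part was computed under settings that were set before the data were examined, except where a sentence names a setting chosen after the result was seen. The paper's counts of DEGs are set beside counts at its stated threshold (over 1.5-fold, P under 0.05); it names no adjustment and no test for them. Of 12 other ways of processing, each count was compared in turn, and of 13 settings with an array left out, 0 came within 1.5 times of any of the paper's counts below.

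Between the Veh-TAC and Veh-Sham groups the paper gives 732 DEGs, 448 higher and 284 lower, and the arrays gave 1498, 840 and 658. With the normalized table the counts were 655, 414 and 241, and with no background subtraction 656, 414 and 242, within 1.5 times of the paper's; median centring came within it for the lower genes alone (357), and the other settings did not. Between the TUDCA-TAC and TUDCA-Sham groups the paper gives 121 DEGs, with about 72 higher and about 49 lower in Figure H, read by eye, and the arrays gave 519, 254 and 265. Only the normalized table (117, 67 and 50) and no background subtraction (118, 67 and 51) came within 1.5 times. Between the TUDCA-TAC and Veh-TAC groups the paper gives 369 DEGs, with about 140 higher and about 230 lower in Figure H, read by eye, and the arrays gave 967, 413 and 554. The same 2 settings came within 1.5 times (340 genes in each, 126 higher and 214 lower), and the others did not.

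Between the TUDCA-Sham and Veh-Sham groups the paper gives 1 DEG and the arrays gave 59, with 6 to 143 in the other settings, none within 1.5 times. The paper counts 187 genes higher with TAC and 112 genes lower with TAC as normalized with TUDCA, and the text used here gives no rule for this. The rule applied here was to pass the threshold in the other direction between the TUDCA-TAC and Veh-TAC groups. By that rule the arrays gave 390 and 317, so the counts may not be of the same kind. The normalized table (177 and 103) and no background subtraction (178 and 103) came within 1.5 times, and the other settings did not. For genes higher with TAC in both treatments Figure H shows about 91, read by eye, and the arrays gave 185, with 60 to 314 in the other settings, none within 1.5 times. For genes lower with TAC in both treatments it shows about 25, read by eye, and the arrays gave 66, with 17 under the normalized table and 17 with no background subtraction, within 1.5 times, and more than that in the others.

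The paper lists increased proliferation among the heart toxicity functions normalized by TUDCA. That function comes from Ingenuity, whose gene list was not used here, so the hand-made cell cycle list is no direct test of it. The cell cycle list had a mean log2 fold change of 0.93 with vehicle and 0.97 with TUDCA, and the difference of responses did not pass (adjusted p = 0.673 from camera); fibroblast, matrix and fatty acid oxidation lists differed in the direction the paper states at the preset correlation (adjusted p of 0.00248, 2.28e-10 and 3.98e-07) and did not pass with an estimated correlation (0.297, 0.279 and 0.282). The paper also lists positive regulation of the apoptotic process and TGF-β receptor signalling as normalized. The differences of responses of the 2 lists written for these functions did not pass (mean -0.13 and -0.16, adjusted p = 0.145 and 0.17 from camera, and 0.109 and 0.311 by fry). In the direct comparison of the TUDCA-TAC with the Veh-TAC group both lists were lower by fry, a list test added after the data were seen (adjusted p = 0.0177 and 0.0306); by camera only the second passed (mean -0.22, adjusted p = 0.0459, and 0.496 with an estimated correlation), a call lost without Veh-Sham replicate 2, Veh-TAC replicate 2, or TUDCA-TAC replicate 1 or 2 (adjusted p up to 0.208). As single genes of these lists, Casp1 (-0.76) and Tgif1 (-0.95) had a more negative response in limma. The call was lost without any 1 of 11 arrays for Casp1 and without any 1 of the 13 for Tgif1. The change of 1 member does not give the direction of the function of its list.

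For hearts at 4 weeks the paper states by PCR that collagen, CTGF, TGF-β and MMP9 transcripts were lower in the TUDCA-TAC than in the Veh-TAC group. The arrays are of hearts at 1 week, and the paper's text names the TGF-β transcripts of the PCR as the type 1 and type 2 receptors, while its figure legend names them TGF-β1 and TGF-β2. At 1 week Col3a1 (log2 fold change -1.58), Ccn2 (-1.25), Tgfb2 (-0.81) and Tgfbr1 (-0.57) were lower at an adjusted p under 0.05 from limma. Tgfb1 was higher (0.43, adjusted p = 0.0144 from limma), and Col1a1 (-0.55), Tgfbr2 (-0.30) and Mmp9 (0.22) did not pass (adjusted p of 0.367, 0.177 and 0.478).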

Other observations

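The comparisons in this part were planned, and 2 settings chosen after the result was seen are named where they stand. Chaperones and enzymes of the endoplasmic reticulum rise when unfolded proteins gather there. Of 24 measured genes of this response, 5 were higher and none was lower in the Veh-TAC than in the Veh-Sham group at an adjusted p under 0.05 from limma (4 higher when adjusted over the list alone), and the list did not shift (mean log2 fold change 0.12, adjusted p = 0.544 from camera). With TUDCA its mean was -0.05, and the difference of responses (-0.18) did not pass by camera (adjusted p = 0.17, and 0.297 with an estimated correlation) and passed by fry (adjusted p = 0.0488). The list mean of each Veh-TAC heart (0.120 to 0.123 above the Veh-Sham mean) lay above that of each TUDCA-TAC heart (-0.0742 to 0.0353). Atf4, which encodes a transcription factor of the stress response, rose by 1.11 on the log2 scale (standard error 0.23) and P4hb, which encodes a protein disulfide isomerase, by 0.66 (standard error 0.12); with TUDCA their log2 fold changes were 0.26 and 0.13, and the tests of the difference gave adjusted p-values of 0.153 and 0.103. Hspa5, which encodes the chaperone GRP78, had log2 fold changes of -0.70 with vehicle and -1.08 with TUDCA, Hsp90b1, which encodes GRP94, of -0.09 and -0.10, Calr, which encodes calreticulin, of -0.44 and 0.22, and Eif2ak3, which encodes the kinase PERK, of 0.48 and -0.25, and none of these 4 genes passed in either treatment (smallest adjusted p 0.0961). Ddit3, which encodes CHOP, had a log2 fold change of 0.76 with vehicle (adjusted p = 0.0443) and 0.35 with TUDCA; its call with vehicle was lost without any 1 of the Veh-Sham hearts, of Veh-TAC replicates 2 and 3 or of the TUDCA-Sham hearts (adjusted p between 0.0516 and 0.162). Eif2s1, Ern1 and Atf6, also named in the paper, were not among the measured genes.

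Ion channels set the heart's electrical recovery, and 5 of 14 genes of calcium handling and potassium channels were lower and none was higher in the Veh-TAC than in the Veh-Sham group. Kcnd2 and Kcnv2, which encode potassium channel subunits, had log2 fold changes of -1.39 and -1.84 with vehicle and -0.08 and -0.50 with TUDCA. Slc2a4, which encodes the insulin-sensitive glucose transporter, fell by 1.02 with vehicle, and Pfkp, which encodes a phosphofructokinase, rose by 1.05; the list of glycolysis and glucose uptake had 1 higher and 3 lower of 16 genes. Of 16 genes of iron homeostasis 3 were higher and 2 lower, among them Hmox1, which encodes heme oxygenase 1 (log2 fold change 2.24), and Hamp, which encodes the iron hormone hepcidin (-1.39). Neither of these 2 lists shifted (mean -0.05 and 0.13, adjusted p = 0.68 and 0.84 from camera). Of 12 genes of the interferon response 5 were higher with vehicle, and the list shifted by a mean of 0.53 with TUDCA (adjusted p = 6.61e-06 from camera, 0.0529 by fry and 0.266 with an estimated correlation). The hypertrophy and fetal programme had 7 higher and none lower of 10 genes, with means of 1.18 with vehicle and 0.61 with TUDCA. These means include Nppa, Nppb, Acta1 and Ankrd1, which lay near the top of the range on some or all arrays, so they are not exact. Nppb rose by at least 1.04 (adjusted p = 0.0389 from limma, a call lost without any 1 of the 6 vehicle hearts) and did not pass with TUDCA (adjusted p = 0.384). Acta1, near the top of the range on 3 Veh-TAC and 3 TUDCA-TAC arrays, rose by at least 1.81 and at least 1.78.

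The other lists did not shift between the Veh-TAC and Veh-Sham groups at an adjusted p of 0.05 from camera. Of these, branched-chain amino acid and ketone catabolism (mean -0.29, adjusted p = 0.0581), erythroid cells (-0.99, 0.0569) and immediate early and heat shock genes (0.32, 0.06) lay close to it and passed under several other settings, and the first 2 and smooth muscle cells (-0.32) passed by fry (adjusted p of 0.0488, 0.0389 and 0.0225). Epicardium passed with every probe counted (adjusted p = 0.0283) and adipocytes in a fit of the compared groups alone (adjusted p = 0.0242). The genes higher and lower among those measured were 1 and 5 of 14 for branched-chain amino acid and ketone catabolism, 3 and 2 of 26 for angiogenesis, 3 and 0 of 14 for immediate early and heat shock genes, 1 and 2 of 17 for ventricular cardiomyocytes, 1 and 1 of 12 for endothelial cells, 0 and 2 of 10 for smooth muscle cells and pericytes, 0 and 1 of 6 for epicardium, 0 and 1 of 5 for erythroid cells, 0 and 1 of 6 for adipocytes and 3 and 1 of 6 for skeletal muscle. Lists with fewer than 5 measured genes were not tested: atrial cardiomyocytes (0 higher and 2 lower of 4), T and NK cells (0 and 0 of 4), neutrophils (0 and 0 of 3) and B cells (0 measured). Between the TUDCA-TAC and TUDCA-Sham groups the lists of smooth muscle cells (mean 0.30), epicardium (-0.79) and adipocytes (-0.78) shifted by camera (adjusted p of 0.00698, 0.0115 and 0.0128, and of 0.176, 0.429 and 0.454 with an estimated correlation), with no member past an adjusted p of 0.05 in limma (0 genes each). The call of the adipocytes was lost without TUDCA-Sham replicate 2 (mean -0.32, adjusted p = 0.358), without TUDCA-TAC replicate 1 (-0.66, 0.0567), with array weights (-0.49, 0.213) and by fry (0.169). That of the epicardium was lost without TUDCA-Sham replicate 2 (-0.62, 0.0645), without TUDCA-TAC replicate 1 (-0.65, 0.0698) and by fry (0.129), and that of smooth muscle cells with array weights (0.19, 0.0563). With the background level as a term, a setting chosen after the data were seen, none of the 3 passed (adjusted p of 0.0592, 0.444 and 0.849), and without TUDCA-TAC replicates 3 and 4, chosen likewise, smooth muscle cells (0.139) and adipocytes (0.116) did not.

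Some genes of the rule for named genes lay near the background in 1 group, so their change is a bound: Tnc, which encodes the matrix protein tenascin C, was at least 6.72-fold higher and the histone gene H2ac7 at least 3.85-fold higher in the Veh-TAC than in the Veh-Sham group, and Pon1, which encodes paraoxonase 1, was at least 3.01-fold lower. A second probe of Tgfbr1, which encodes a TGF-β receptor, had log2 fold changes of 0.75 with vehicle and -0.56 with TUDCA where the probe used had 0.84 and 0.23, so its direction with TUDCA differed between the probes.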
